# Nutritional Programming in the Rat Is Linked to Long-Lasting Changes in Nutrient Sensing and Energy Homeostasis in the Hypothalamus

**DOI:** 10.1371/journal.pone.0013537

**Published:** 2010-10-21

**Authors:** Ricardo Orozco-Solís, Rhowena J. B. Matos, Omar Guzmán-Quevedo, Sandra Lopes de Souza, Audrey Bihouée, Rémi Houlgatte, Raul Manhães de Castro, Francisco Bolaños-Jiménez

## Abstract

**Background:**

Nutrient deficiency during perinatal development is associated with an increased risk to develop obesity, diabetes and hypertension in the adulthood. However, the molecular mechanisms underlying the developmental programming of the metabolic syndrome remain largely unknown.

**Methodology/Principal Findings:**

Given the essential role of the hypothalamus in the integration of nutritional, endocrine and neuronal cues, here we have analyzed the profile of the hypothalamus transcriptome in 180 days-old rats born to dams fed either a control (200 g/kg) or a low-protein (80 g/kg) diet through pregnancy and lactation. From a total of 26 209 examined genes, 688 were up-regulated and 309 down-regulated (P<0.003) by early protein restriction. Further bioinformatic analysis of the data revealed that perinatal protein restriction permanently alters the expression of two gene clusters regulating common cellular processes. The first one includes several gate keeper genes regulating insulin signaling and nutrient sensing. The second cluster encompasses a functional network of nuclear receptors and co-regulators of transcription involved in the detection and use of lipid nutrients as fuel which, in addition, link temporal and nutritional cues to metabolism through their tight interaction with the circadian clock.

**Conclusions/Significance:**

Collectively, these results indicate that the programming of the hypothalamic circuits regulating energy homeostasis is a key step in the development of obesity associated with malnutrition in early life and provide a valuable resource for further investigating the role of the hypothalamus in the programming of the metabolic syndrome.

## Introduction

In the past two decades, there has been an important increase in the incidence of the metabolic syndrome worldwide. The constellation of metabolic abnormalities characteristic of this pathological entity includes abdominal obesity, glucose intolerance, dyslipidaemia, hypertension and artherosclerosis. The etiology of the obesity which is at the heart of the metabolic syndrome may not simply be a consequence of an imbalanced diet or of a sedentary lifestyle. Obesity is a multifactorial condition in which environmental, biological and genetic factors all have a contributory role [1]. Actually, infants born small for gestational age, as a result of a deficient provision of macro- and micronutrients during development, are at increased risk of developing obesity, insulin resistance, cardiovascular diseases and hypertension during adulthood [2]. To explain these observations, it has been hypothesised that the nutritional environment during the critical period of perinatal development programs whole body energy homeostasis for optimal survival under nutritionally-deficient conditions. However, if these early-life adaptations mismatch with the environmental conditions the individual will confront later in life they will favour metabolic disorders [3], [4]. In support of this hypothesis, experimental studies in several animal species have shown that the offspring of dams exposed to protein or global calorie restriction during pregnancy and/or lactation exhibit several physiological disturbances linked to the metabolic syndrome such as insulin resistance [5], [6], reduced leptin sensitivity [7], [8], hepatic steatosis [9], elevated blood pressure [10] and hyperlipidemia [5], [8], [9].

The actual mechanisms responsible for the perinatal programming of body weight homeostasis that then lead to obesity and altered metabolism at the whole body level are not well understood. Nevertheless, several lines of evidence indicate that perturbations in the control of appetite and energy homeostasis within the brain are involved. Notably, exposure to nutrient restriction during perinatal development results in offspring which are hyperphagic and exhibit enhanced preference for high-fat food [11], [12], [13], [14]. Meal pattern analysis has further indicated that the increased food intake presented by metabolic programmed rats is due to a delay appearance of satiety, an increase in meal size and a reduced latency to eat [15]. The offspring born to nutrient restricted dams exhibit also alterations in the hypothalamic expression levels of several neuropeptides regulating food intake [16], [17], [18] as well as reduced numbers of galanin and NPY neurons [19], [20]. The anorexic actions of insulin [21], leptin [12] and serotonin [12], [14] have also been shown to be reduced in the rat offspring of dams submitted to protein or calorie restriction. Taken together, these observations indicate that a dysfunction of the hypothalamic circuits regulating energy homeostasis and food intake plays a role in the developmental programming of the metabolic syndrome.

To get an integrated view of the molecular pathways that might underlie the behavioural and physiological perturbations of feeding behavior induced by perinatal undernutrition, here we have used DNA chips and quantitative RT-PCR to analyze the perturbations of the hypothalamic transcriptome induced by the exposure to a low protein diet through pregnancy and lactation. The analysis by gene ontology of the data revealed an over-representation of genes involved in cell signal transduction and the regulation of metabolic process and gene transcription.

## Results and Discussion

### Phenotypic characteristics of LP rats

At birth, the offspring born to dams fed the low protein diet weighed significantly less than their control counterparts (5.97±0.09 g vs 7.00±0.18; P<0.0001) but they showed later a delayed catch-up growth such that at the completion of the study no statistically significant differences in body weight were observed between the two groups (Table 1). In contrast, adult LP exhibited higher serum levels of cholesterol, triglycerides and free fatty acids along with increased abdominal fat and enhanced expression levels in liver of Fatty acid Synthase, Stearoyl-Coenzyme A desaturase 1 and Carbohydrate response element binding protein (Table 1). Collectively, these observations sustain the results of previous studies indicating that protein restriction during early life induces metabolic and body composition disturbances in adulthood [5], [6], [8], [9].

**Table 1:** Phenotypic characteristics of control and LP rats.

	Controls	Low protein	Statistical significance
**Morphological traits**			
Body weight (g)	682±33	646±24	NS
Abdominal fat (% of body weight)	4.64±0.30	6.91±0.44	P<0.01
**Serum metabolites**			
Cholesterol (mmol/l)	2.78±0.13	3.87±0.26	P<0.01
Triglycerides (mmol/l)	2.52±0.33	3.81±0.18	P<0.05
Fatty acids (mmol/l)	0.32±0.03	0.51±0.05	P<0.05
Glucose (mmol/l)	9.53±0.47	10.01±0.31	NS
Insulin (ng/ml)	7.31±1.50	3.91±0.82	NS
**Gene expression in liver**			
Fatty acid synthase (FAS)	0.88±0.08	1.50±0.09	P<0.05
Stearoyl-Coenzyme A desaturase 1 (SCD 1)	0.92±0.08	1.41±0.09	P<0.01
Carbohydrate response element binding protein (ChREBP)	1.02±0.07	1.26±0.04	P<0.05

### Gene ontology analysis of the global expression profile

Comparison of the gene expression profile of the 26 209 genes constituting the microarray, showed that a total of 997 genes were differentially expressed in the hypothalamus of LP rats versus that of control animals (P<0.003). Among them, 688 were up-regulated and 309 were down-regulated representing 2.6% and 1.2%, respectively, of the total number of analyzed genes (Figure S1). 

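Hypothalamic RNA of 5 control and 5 LP rats was hybridized to NimbleGen rat expression arrays, 1 array per rat and without pooling. The hypothalamus holds the neurons that control feeding and energy expenditure. The rats were 180 days old. Their dams had received 20 g (control) or 8 g (LP) of protein per 100 g of diet through gestation and lactation, written as 200 and 80 g per kg in the sample labels. The rats came from several litters, but the litter of each rat is not given in the sources used here, so each rat was taken as an independent sample. Of the sequences on each array, 19600 were read by 3 probes, 6592 by 2 probes and 16 by 1 probe. The deposited value of a sequence is the mean intensity of its probes. These values were not on a common scale: the median intensity of an array ranged from 847 to 1143 in control rats and from 796 to 1850 in LP rats (exact two-sided permutation test of the medians, p = 0.294). The intensities were therefore quantile-normalized between arrays on the log2 scale and tested gene by gene with limma, LP minus control. A gene was taken as changed at a Benjamini-Hochberg adjusted p under 0.10, the false discovery rate given in the methods. By this test 7421 sequences changed, which is 28.3%. Each sequence is called a gene here, and 78.5% of the sequences were named through the gene table of the GRCr8 assembly. The arrays fall into 3 runs of consecutive numbers, the first with 4 control arrays, the second with 1 control and 3 LP arrays and the third with 2 LP arrays, so that diet and array run overlap. The number of arrays limits the precision.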

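Of the changed genes, 3092 were higher in LP rats and 4329 were lower. The increases were the larger ones: 877 genes were more than 2-fold higher and 203 more than 2-fold lower, with median log2 fold changes of 0.73 among the genes higher and −0.47 among the genes lower. Gabrb2, a subunit of the GABA-A receptor, had a normalized intensity of 1338 ± 1449 in control rats and 7497 ± 3125 in LP rats (SD, n = 5 each), a 7.63-fold difference (log2 fold change 2.93, SE 0.56, adjusted p = 0.0136 from limma). Zfp483, a zinc finger protein listed in Table 3, was 7.62-fold higher (log2 fold change 2.93, SE 0.55, adjusted p = 0.0123 from limma). Among the 10 largest increases without overlap between the groups were also a sequence of the nuclear receptor gene Rora (log2 fold change 2.85), the microtubule protein gene Map1b (2.56), the RNA-binding protein gene Celf5 (2.44), the cell adhesion gene Opcml (2.44) and the calcium channel gene Cacnb4 (2.41), followed by Ptpn4 (2.29), Srgap3 (2.28) and Stox2 (2.28). Cga encodes the common alpha chain of the pituitary glycoprotein hormones and had the largest decrease without overlap (log2 fold change −1.75, SE 0.62, adjusted p = 0.0728 from limma). It did not pass under 12 of 30 alternatives, among them the methods' test, paired, unpaired or with unequal variances, the array run as a block, the second run alone, array weights and a threshold of 0.05, and leaving out control 1, control 2, LP 4 or LP 5 (for these 4 adjusted p = 0.149, 0.116, 0.123 and 0.108 from limma, and 0.0197 to 0.751 over all alternatives). Of the 10 pituitary markers, 3 were lower (4 when adjusted over the list alone), and the list did not pass camera (median log2 fold change −0.07, adjusted p = 0.539 from camera). The mean of the pituitary list was lower in LP rats (mean log2 fold change −0.30, exact permutation p = 0.00794). Its median ran from −1.11 to 0.03 over the alternatives, where the list did not pass either. The other large decreases were in C9h2orf66 (−1.61), Ankrd2 (−1.58), Ccdc77 (−1.39), Pkm-ps15 (−1.32), Lbp (−1.32), Rps11l1 (−1.23), Fam181b (−1.22), Abcg2 (−1.19) and Nanos1 (−1.18), of which Abcg2 encodes a membrane transporter and Lbp the lipopolysaccharide-binding protein. Within the second array run the log2 difference was −1.25 for Cga, and for these 9 genes it ran from −1.44 in Lbp to −0.43 in Ankrd2 and −0.06 in Nanos1. Without both control 2 and LP 4, a pair chosen after seeing the data because they lie at the ends of the main axis of variation, Cga and Lbp did not pass (adjusted p = 0.166 and 0.1 from limma, for Lbp 0.0129 to 0.601 over the alternatives). In 1797 genes every LP rat lay above every control rat and in 1861 every LP rat lay below, together 14% of the genes against 0.794% by chance (exact permutation p of such a gene 0.0079, the smallest that 5 rats against 5 allow). At an unadjusted p under 0.003, limma gave 1289 genes higher and 1106 lower. The lower genes at this p numbered 657 with the values of the series matrix, 618 with cyclic loess and 2464 with each array centred on its median, and 592 without control 1, 706 without control 3, 606 without LP 3, 672 without LP 4 and 577 without LP 5, where the higher genes numbered 859. The balance of the directions moved with the scaling of the arrays: 3041 genes were higher and 2584 lower with the values of the series matrix, 3199 and 2562 with cyclic loess, and 3040 and 7390 with each array centred on its median. With the array run as a block, which leaves the contrast of 1 control with 3 LP arrays, limma gave 3 changed genes, 134 genes with an unadjusted p under 0.003 and 2164 with one under 0.05, and none of the genes named here passed. The number of changed genes was 4738 without LP 3 and 4607 without LP 5, and 4480 without both control 2 and LP 4. The lower genes numbered 2763 without control 1, 2711 without control 2, 2675 without LP 3 and 2609 without LP 5, where the higher genes numbered 1998. Ccdc77 and Abcg2 did not pass with the methods' test paired by replicate number, and Map1b, C9h2orf66, Ankrd2, Ccdc77, Lbp, Abcg2 and Nanos1 did not pass with its unequal-variance form.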

The functional classification of these genes using the DAVID data base further revealed that most of them belong to Gene Ontology categories corresponding to signal transduction, regulation of metabolic processes and gene transcription (Table 2). Interestingly, some of the functional categories were overrepresented (EASE score P<0.05), only in the up-regulated or in the down-regulated group. Thus, the functional categories associated with cellular signaling pathways (synaptic transmission, kinase activity, intracellular signaling cascade, steroid hormone receptor activity), and transcription processes (transcription, transcription DNA dependent, transcription regulatory activity, cell cycle process) were over-represented in the up-regulated group, whereas the functional categories related to metabolism (metabolic process, protein metabolic process, cellular homeostasis, oxidoreductase activity) and cell cycle were over-represented in the down regulated group. This observation, together with the fact that only ∼5% of the altered genes were classified into a unique functional category, suggests that perinatal protein restriction affects an array of genes that act as a network to control metabolism and other cellular processes rather than a series of independent signaling pathways.

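Several genes of inhibitory neurotransmission were higher in LP rats. Of the 22 genes of GABA signaling, 1 of them listed in Table 3, 11 were higher, 0 were lower and 11 did not pass the test (13 higher and 0 lower when adjusted over the list alone). Abat, the enzyme that degrades GABA, had a normalized intensity of 16199 ± 3765 in control rats and 31099.7 ± 5743 in LP rats (SD, n = 5 each), a log2 fold change of 0.95 (SE 0.17, adjusted p = 0.0118 from limma). The GABA-A receptor subunits Gabra2 and Gabra3 had log2 fold changes of 1.02 and 1.01, and Gad2, an enzyme that makes GABA, one of 1.27 (adjusted p = 0.0178, 0.0196 and 0.0426 from limma). The median log2 fold change of the list was 0.93 (adjusted p = 6.31e-06 from camera, adjusted p = 0.415 with an estimated correlation) and 0.60 within the second array run. Of the 15 neuron markers 3 were higher and none was lower (3 and 0 when adjusted over the list alone), with a median of 0.20 (adjusted p = 0.0289 from camera, adjusted p = 0.432 with an estimated correlation), which was −0.23 with each array centred on its median (adjusted p = 0.366, from 0.0129 to 0.432 over the alternatives) and 0.08 within the second run. The list did not pass fry either, or camera with the array run as a block or without both control 2 and LP 4. Of the 38 gene lists fixed for this tissue, 12 shifted up, 8 shifted down and 18 did not pass camera with its preset correlation, while none passed with an estimated correlation (adjusted p of 0.415 or more). Chance splits of the arrays also moved such lists: 96 of 99 other splits into 5 and 5 gave at least 1 list past camera, with a median of 10 and at most 19 lists. Gabra3 and Gad2 did not pass with the methods' test paired by replicate number, and Gabra2, Gabra3 and Gad2 did not pass with its unequal-variance form.

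**Figure D1:**
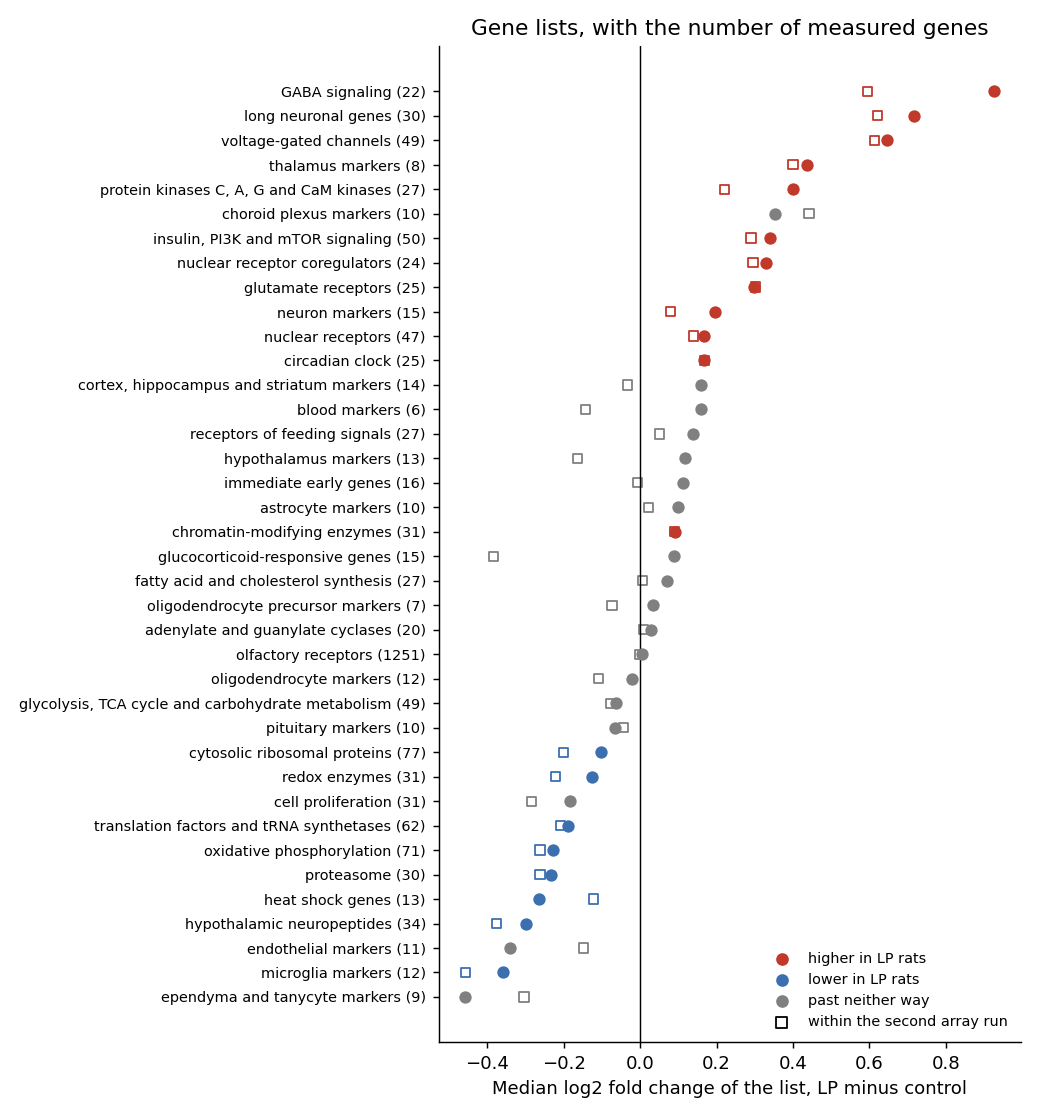
Median log2 fold change (LP minus control) of each gene list, with the number of measured genes in brackets. Filled dots are medians over all 10 arrays and open squares medians within the second array run; red and blue mark lists higher and lower at an adjusted p under 0.05 from camera. GABA signaling has the highest median, 0.93, and the ependyma and tanycyte markers the lowest, −0.46, which is past neither way.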

**Table 2:** Functional gene ontology categories enriched in the hypothalamus of 180 days-old LP rats.

Gene ontology category	GO Number		UP-Regulated			Down-Regulated	
		Number	%	P-value	Number	%	P-value
Signal transduction	GO:0007165	109	16	0,4828	29	9	1,0000
Intracellular signaling cascade	GO:0007242	51	7	0,0041	0	0	-----
Steroid hormone receptor activity	GO:0003707	10	1	<0.0001	0	0	-----
Transcription	GO:0006350	86	13	<0.0001	26	8	0,5403
Transcription, DNA-dependent	GO:0006351	77	11	<0.0001	21	7	0,7604
Transcription regulator activity	GO:0030528	63	9	<0.0001	16	5	0,7708
Metabolic process	GO:0008152	206	30	0,0429	128	41	0,0030
Regulation of metabolic process	GO:0019222	85	12	<0.0001	32	10	0,3318
Protein metabolic process	GO:0019538	86	13	0,4753	61	20	0,0285
Cellular homeostasis	GO:0019725	8	1	0,7503	14	5	0,0012
Oxidoreductase activity	GO:0016491	0	0	-----	22	7	0,0149
Cell cycle process	GO:0022402	15	2	0,3093	15	5	0,0084
Synaptic transmission	GO:0007268	30	4	<0.0001	0	0	-----
Ion transmembrane transporter activity	GO:0015075	30	4	0,0247	8	3	0,8862
Neurogenesis	GO:0022008	20	3	0,0073	0	0	-----
Intracellular part	GO:0044424	199	29	0,0004	127	41	0,0005
Voltage-gated channel activity	GO:0022832	13	2	0,0031	0	0	-----
Ion binding	GO:0043167	126	18	<0.0001	35	11	0,8940
Kinase activity	GO:0016301	45	7	0,0001	8	3	0,9671

The number and percentage of genes up-regulated or down regulated within each GO category in LP rats in relation to control animals are presented. The indicated P-value corresponds to modified Fisher Exact P-Value for gene-enrichment analysis (EASE score). From a total of 26609 examined genes, 688 were up-regulated and 309 down-regulated.

To further explore this hypothesis, we selected the most representative GO categories (signal transduction, S; transcription, T; and metabolic process, M), and looked for the genes classified into at least two of the selected GO categories (see methods). We reasoned that genes exerting two or more of these biological functions play an important role in the establishment and functioning of metabolic networks [22]. We found that 148 genes were classified into two or more GO categories (Figure 1A). Among them, 36 genes were classified into the signal transduction and metabolic process categories (SM), 85 into the transcription and metabolic process (MT), and 27 genes were classified into the three categories (TMS, Figure 1A). Some of the genes belonging to these overlapped areas are listed in Tables 3 and 4. All of them encode transcription factors, nuclear receptors or enzymes involved in the regulation of metabolism. To determine the global tendency of expression of the genes within each GO category, we calculated the ratio between the number of up- versus down-regulated genes in each category and their overlapped areas (Figure 1B). 

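Genes were pooled from lists of named genes by function. In 7 lists of cellular signaling (insulin and mTOR signaling, receptors of feeding signals, glutamate receptors, GABA signaling, voltage-gated channels, cyclases and protein kinases), 95 of 215 measured genes were higher in LP rats, 15 were lower and 105 did not pass limma, a ratio of 6.33 of higher to lower genes. In 3 lists of gene transcription (nuclear receptors, their coregulators and chromatin-modifying enzymes), 34 of 99 genes were higher, 7 lower and 58 did not pass, a ratio of 4.86. In 6 lists of metabolism (ribosomal proteins, translation, oxidative phosphorylation, carbohydrates, redox enzymes, fatty acids and cholesterol), 14 of 317 genes were higher, 82 lower and 221 did not pass, a ratio of 0.171. Over all sequences, 3092 were higher and 4329 lower. That balance moved with the scaling, to 3199 and 2562 with cyclic loess and 3040 and 7390 with each array centred on its median. The ratios of the lists were computed with the main scaling only. These lists are not the paper's GO categories, hold some genes of its tables and use another threshold, so the ratios have no direct counterpart in Figure 1B. The lists also differed in the median coding length of their genes, which was 2019 bases for signaling, 1557 for transcription and 801 for metabolism.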

Interestingly, we found a ratio >1, indicating a tendency for over-expression, of the genes involved in the regulation of cellular signaling processes (S,1.3; MS,2.2; MT, 1.42. TMS, 2.8), and a ratio <1, indicating an inhibition of expression, of the genes involved in the regulation of metabolism (M, 0.47).This observation suggests the existence of “functional units” or “modules” [23] that are differentially altered by metabolic programming.

**Figure 1:**
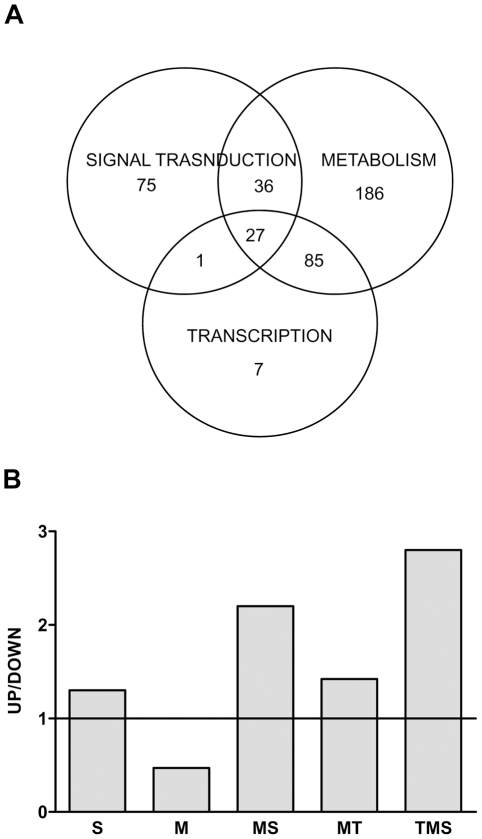
Functional classification (A) and global tendency of expression (B) of the genes differentially expressed in LP versus control rats. (A) Venn diagram showing the number of genes classified into one single GO category as well as the number of genes exerting two or more biological functions. (B) A big proportion of the genes whose mRNA expression levels are affected by protein restriction during early life possess more than one function and exhibit a tendency for over-expression. S =  signal transduction; M =  metabolic process; T =  transcription.

**Table 3:** Overview of gene expression changes in the hypothalamus of LP rats in relation to control animals.

Gene name	Gene ID	Fold change	P-value
**Metabolism**			
60S ribosomal protein L13	500276	−1,62	0,0009
Ribosomal protein L15	364239	−1,54	0,0024
Eukaryotic translation initiation factor 3	293484	−1,51	0,0008
Seryl-aminoacyl-tRNA synthetase 1	266975	−1,33	0,0018
Aspartyl-tRNA synthetase 2	304919	−1,23	0,0024
Lactate dehydrogenase 3	29634	2,30	0,0017
UDP-glucose pyrophosphorylase 2	289827	−1,19	0,0015
Alpha-mannosidase II	25478	2,64	0,0003
Malate dehydrogenase	81829	−1,34	0,0003
Xylosyltransferase 1.	64133	3,19	0,0005
Glucosidase 1	78947	−1,58	0,0017
Glutamine fructose-6-phosphate transaminase 1	297417	3,46	0,0002
Glutamate decarboxylase 2	24380	2,80	0,0009
N-acetylglucosaminyltransferase	65271	3,87	0,0006
Peptidylprolyl isomerase B	64367	−1,38	0,0019
Serine palmitoyltransferase	296188	2,48	0,0004
Cytochrome P450, family 3	171352	−1,77	0,0009
Cytochrome b-5	64001	−1,47	0,0010
Cytochrome P450, family 20	316435	−1,41	0,0015
Cytochrome oxidase deficient homolog 1	497930	−1,54	0,0025
Cytochrome c oxidase polypeptide VIII-liver.	680156	−2,56	0,0027
Cytochrome c oxidase subunit IV isoform 1	29445	−1,28	0,0028
Peroxiredoxin 1	683813	−2,31	0,0018
NADH dehydrogenase Fe-S protein 6	29478	−1,32	0,0022
**Signal transduction**			
Galanin receptor 1	50577	2,13	0,0002
Cannabinoid receptor 1	25248	2,54	0,0006
Glutamate receptor, ionotropic, NMDA2B	24410	5,27	0,0001
Calcium-sensing receptor	24247	−1,73	0,0009
Purinergic receptor P2Y	63843	2,67	0,0008
Angiotensin receptor 1a	24180	−1,71	0,0023
Glutamate receptor kainate 3	298521	2,84	0,0010
Glutamate receptor NMDA 2A	24409	3,82	0,0012
Metabotropic glutamate receptor 5	24418	3,10	0,0018
Metabotropic glutamate receptor 3	24416	4,46	0,0034
Glutamate receptor AMPA1 (alpha 1)	691178	2,56	0,0037
Rho-GTPase-activating protein 26	307459	3,41	0,0009
RAB27B, member RAS oncogene family	84590	3,08	0,0004
Protein kinase, lysine deficient 1	116477	4,46	0,0012
Plasma membrane calcium ATPase 4	29600	3,46	0,0029
Protein kinase C alpha	24680	3,00	0,0000
Guanylate cyclase 1, soluble, alpha 2	66012	3,90	0,0016
**Transcription**			
Transforming growth factor, beta 1	59086	−1,40	0,0011
Kruppel-like factor 5	84410	1,51	0,0026
Fibroblast growth factor 2	54250	1,80	0,0017
Transcription factor E2F5	116651	−1,84	0,0022
Retinoblastoma binding protein 7	83712	−1,43	0,0003
Neurogenin 1	29410	−1,43	0,0029
Zinc finger protein HIT-10	170955	6,24	0,0013
Tnf receptor-associated factor 6	311245	3,30	0,0003
General transcription factor	83830	3,07	0,0019
Zinc finger protein 297B	311872	3,16	0,0008
Histone acetyltransferase MYST4	688634	2,74	0,0004
Histone deacetylase 9 isoform 4	314040	2,15	0,0231

To determine the predominant function of the genes which were classified into two or more GO categories, we classed each gene according to its molecular function (nuclear receptor, transcription factor, cellular signaling and undefined) and calculated the percentage of each molecular function for each overlapped group. The results of this analysis indicated that most of the genes classified into more than one GO category behave as transcription factors. Actually, 72% of the genes within the overlapped SM category are transcription factors and 28% do not have a defined function. Within the MT overlapped area, 67% are transcription factors, 4.7% are nuclear receptors, 2.3% participate in cell signaling and 25% have no defined function. In the overlapped area corresponding to SMT, 26% of the genes are transcription factors, 33% nuclear receptors, 19% participate in cell signaling and 22% have undefined function.

### Genes regulating metabolic process

Most of the genes whose expression levels were permanently altered by perinatal protein restriction are involved in the regulation of metabolic processes as determined by the analysis of the microarray data by gene ontology. Indeed, 334 genes out of a total of 997 belong to this functional category. However, many of these genes exhibit one or two additional functions such that only 186 genes are exclusively involved in the regulation of metabolism (Figure 1A). Strikingly, the expression of almost all these genes was down regulated in LP rats in relation to controls. 

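Among enzymes of lipid synthesis the changes went both ways. Scd, a fatty acid desaturase, was higher in LP rats, with a normalized intensity of 804 ± 246 in control rats and 1764 ± 346 in LP rats (SD, n = 5 each) (log2 fold change 1.17, SE 0.22, adjusted p = 0.0124 from limma). Sptlc3, a subunit of serine palmitoyltransferase, was also higher (log2 fold change 0.38, SE 0.10, adjusted p = 0.0334 from limma). It was dim, with log2 intensities of 7.78 to 8.57, near the mean of the olfactory receptors (8.01) and below the median of all genes (10.13). Of the enzymes of cholesterol synthesis, Cyp51 was lower (log2 fold change −0.39, adjusted p = 0.036 from limma), and Dhcr7 was lower too (−0.40, adjusted p = 0.0267 from limma) but did not pass with the values of the series matrix or with cyclic loess (adjusted p = 0.148 and 0.105 from limma, 0.00869 to 0.552 over the alternatives). Of the 27 genes of fatty acid and cholesterol synthesis, 1 of them listed in Table 3, 4 were higher, 4 were lower and 19 did not pass the test (4 higher and 4 lower when adjusted over the list alone). The list did not shift as a whole: its median log2 fold change was 0.07 (adjusted p = 0.173 from camera, 0.0811 to 0.759 over the alternatives), −0.16 with each array centred on its median and 0.01 within the second array run. Sptlc3 did not pass with the methods' test paired by replicate number, and Cyp51 did not pass with its unequal-variance form.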

The sub-categorization of this functional cluster indicated an over representation of genes involved in the regulation of protein biosynthesis like the 60S ribosomal proteins L13 and L15, the eukaryotic translation initiation factor 3, the seryl-aminoacyl-tRNA synthetase 1 and the asparatyl-tRNA synthetase 2 (Table 3). 

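Several genes of protein synthesis were lower in LP rats. Eif3c, a subunit of the translation initiation factor 3, had a normalized intensity of 11942 ± 1434 in control rats and 7932 ± 1080.4 in LP rats (SD, n = 5 each) (log2 fold change −0.59, SE 0.12, adjusted p = 0.0158 from limma). Sars1, which charges tRNA with serine, was lower (−0.37, adjusted p = 0.0348 from limma), as were the initiation factor genes Eif2b1 (−0.57), Eif3b (−0.40) and Eif2b2 (−0.50). Of the 62 translation factors and tRNA synthetases, 3 of them listed in Table 3, 3 were higher, 19 were lower and 40 did not pass the test (4 higher and 28 lower when adjusted over the list alone), with a median log2 fold change of −0.19 (adjusted p = 0.0141 from camera, adjusted p = 0.415 with an estimated correlation) and −0.21 within the second array run. The sequences that Table 3 lists as ribosomal proteins L13 and L15 carry the names Rpl13-ps10, a pseudogene, and RGD1560501, and had log2 fold changes of −1.01 and −0.62 (adjusted p = 0.0146 and 0.0128 from limma). Rpl15 itself was lower by a smaller amount (log2 fold change −0.37, SE 0.09, adjusted p = 0.0233 from limma). Of the 77 measured ribosomal proteins of the cytosol, 0 were higher, 7 were lower and 70 did not pass the test (0 higher and 2 lower when adjusted over the list alone). Their median was −0.10 (adjusted p = 0.0151 from camera, adjusted p = 0.578 with an estimated correlation) and −0.20 within the second run. The shift of the ribosomal proteins did not pass under 9 of 27 alternatives: the estimated correlation, fry, either filter on dim genes, array weights, without both control 2 and LP 4, and without control 2, control 5 or LP 5 (for the last 3 adjusted p = 0.109, 0.0925 and 0.0673 from camera, 5.09e-11 to 0.578 over the alternatives), and with the trend on coding length taken out of every array, a step added after seeing the data, their median was 0.02 (adjusted p = 0.995 from camera). Leaving out dim genes ended the shift of the translation list (adjusted p = 0.0613 without the dimmest genes and 0.052 without the genes below the median, 3.64e-09 to 0.415 over the alternatives). Eif2b1 did not pass with the methods' test paired by replicate number, and Sars1 did not pass with its unequal-variance form.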

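Among the genes of carbohydrate metabolism, Mdh2, the mitochondrial malate dehydrogenase, was lower in LP rats, with a normalized intensity of 21093 ± 1170.5 in control rats and 15780.0 ± 659.7 in LP rats (SD, n = 5 each) (log2 fold change −0.42, SE 0.07, adjusted p = 0.0113 from limma). Ugp2, which makes UDP-glucose, was lower (log2 fold change −0.27, SE 0.08, adjusted p = 0.0385 from limma), and Mogs, a glucosidase that trims glycoproteins, was lower as well (log2 fold change −0.62, adjusted p = 0.015 from limma). Other genes were higher: Ldhc, a lactate dehydrogenase (0.33, adjusted p = 0.036 from limma), Man2a1, an alpha-mannosidase (1.10, adjusted p = 0.021 from limma), and Xylt1, a xylosyltransferase (1.55, adjusted p = 0.0184 from limma). Gfpt1, which controls the entry of glucose into the hexosamine pathway, had the largest increase among them, 3.27-fold (log2 fold change 1.71, SE 0.23, adjusted p = 0.00789 from limma). Of the 49 genes of glycolysis, the TCA cycle and carbohydrate metabolism, 7 of them listed in Table 3, 5 were higher, 12 were lower and 32 did not pass the test (5 higher and 12 lower when adjusted over the list alone). The list as a whole had a median log2 fold change of −0.06 (adjusted p = 0.325 from camera) and −0.08 within the second array run. The median was 0.01 with cyclic loess and −0.46 with each array centred on its median, where the list passed camera (adjusted p = 3.67e-05, 3.67e-05 to 0.602 over the alternatives), as it passed fry. Ldhc and Xylt1 did not pass with the methods' test paired by replicate number, and Xylt1 did not pass with its unequal-variance form.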

The metabolism of glucose and carbohydrates seems also to be hampered by early protein restriction as indicated by the lower expression levels of several genes involved in this metabolic pathway including lactate dehydrogenase C, UDP-glucose pyrophosphorylase, mannosidase alpha class 2A, malate dehydrogenase 2 and xylosyltransferase1. 

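Several genes of the mitochondrial respiratory chain were lower in LP rats. Cox4i1, a subunit of cytochrome oxidase, had a normalized intensity of 27201 ± 2667 in control rats and 20923 ± 1257 in LP rats (SD, n = 5 each) (log2 fold change −0.38, SE 0.09, adjusted p = 0.024 from limma). Uqcrc1, a core subunit of complex III, and Ndufa1, Ndufab1 and Ndufs3, subunits of complex I, had log2 fold changes of −0.52, −0.67, −0.59 and −0.53. Of the 71 measured genes of oxidative phosphorylation, 1 of them listed in Table 3, 0 were higher, 29 were lower and 42 did not pass the test (0 higher and 32 lower when adjusted over the list alone), with a median log2 fold change of −0.23 (adjusted p = 6.31e-06 from camera, adjusted p = 0.432 with an estimated correlation) and −0.26 within the second array run. With the trend on coding length taken out of every array, a step added after seeing the data, the median was −0.11 (adjusted p = 0.00375 from camera) and 13 genes were lower. The sequence given as NADH dehydrogenase Fe-S protein 6 carries the pseudogene name Ndufs6-ps1 and was lower (−0.32, adjusted p = 0.0288 from limma), as was Sco1, which assembles cytochrome oxidase (−0.59). The cytochrome P450 genes Cyp3a9 and Cyp20a1 were lower (−0.71 and −0.49, adjusted p = 0.00967 and 0.0222 from limma). Prdx3, the peroxiredoxin of mitochondria, had the smallest p of the redox enzymes (log2 fold change −0.58, SE 0.10, adjusted p = 0.00939 from limma), followed by Cyb5a, cytochrome b5 (−0.46), and Gpx4, which reduces lipid peroxides (−0.51). Txn1, thioredoxin, was lower (log2 fold change −0.28, SE 0.09, adjusted p = 0.0579 from limma) but did not pass with cyclic loess, without both control 2 and LP 4, or without control 1, control 5, LP 3 or LP 5 (adjusted p = 0.116, 0.129, 0.119, 0.113, 0.103 and 0.114 from limma, 0.0139 to 0.607 over the alternatives). Of the 31 redox enzymes, 1 of them listed in Table 3, 2 were higher, 11 were lower and 18 did not pass the test (2 higher and 11 lower when adjusted over the list alone), with a median of −0.12 (adjusted p = 0.0451 from camera, adjusted p = 0.426 with an estimated correlation) and −0.22 within the second run. This shift did not pass with the values of the series matrix, as deposited or quantile-normalized, or cyclic loess (for the first and last adjusted p = 0.112 and 0.105 from camera), without control 3, control 5, LP 1 or LP 3 (0.0593, 0.0961, 0.0762 and 0.0839, and 3.61e-05 to 0.426 over the alternatives), with the replicate number as a block, with either filter on dim genes, with normexp background correction, or with the trend on coding length taken out (0.233). Of 12 microglia markers, 4 were lower (6 when adjusted over the list alone), with a list median of −0.36 (adjusted p = 0.0269 from camera, adjusted p = 0.432 with an estimated correlation).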

The expression of numerous genes with oxido-reductase activities such as cytochrome P450 family 3 and 20, peroxi-redoxin 3, cytochrome b-5, thioredoxin, NADH dehydrogenase Fe-S and cytochrome oxidase subunit IV was also reduced by perinatal protein restriction (Table 3). This was also the case for some genes regulating cell proliferation like the transcription factor E2F5, the cell growth regulator with ring finger domain 1, cyclin H and the cell division cycle 5-like and cell division cycle 26 genes.

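Cgrrf1, a cell growth regulator with a ring finger domain, had a normalized intensity of 2669.9 ± 285 in control rats and 1722 ± 173 in LP rats (SD, n = 5 each) (log2 fold change −0.63, SE 0.10, adjusted p = 0.00871 from limma). Ccnh, cyclin H, was lower (log2 fold change −0.56, SE 0.13, adjusted p = 0.022 from limma), as was Cdc5l, a component of the splicing machinery (−0.29, adjusted p = 0.0388 from limma). The transcription factor gene E2f5 was read by 2 sequences. The brighter was lower (log2 fold change −0.59, SE 0.14, adjusted p = 0.0233 from limma), and the other did not pass (log2 fold change 0.33, adjusted p = 0.316 from limma). That other sequence was dim, with log2 intensities of 7.81 to 8.17 except in LP 4 (9.25), near the mean of the olfactory receptors (8.01). Cdc26, a subunit of the anaphase-promoting complex, did not pass (log2 fold change −0.18, SE 0.08, adjusted p = 0.14 from limma) except with each array centred on its median (adjusted p = 0.0252 from limma, 0.0252 to 0.608 over the alternatives), without control 4 and with the unpaired test of the methods. Ccnd2, a cyclin that drives entry into the cell cycle, and Cdkn1b, an inhibitor of that step, were both higher (log2 fold changes 1.49 and 1.45, adjusted p = 0.00915 and 0.0113 from limma). Of the 31 genes of cell proliferation, 2 of them listed in Table 3, 5 were higher, 12 were lower and 14 did not pass the test (6 higher and 13 lower when adjusted over the list alone). The list did not shift as a whole (median log2 fold change −0.18, mean 0.00, adjusted p = 0.236 from camera) but passed fry of limma (adjusted p = 0.0183, 0.0183 to 0.453 over the alternatives), and its median was −0.28 within the second array run. Cdkn1b did not pass with the methods' test paired by replicate number.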

### Cell signaling pathways involved in energy homeostasis and nutrient sensing

The second gene ontology category most affected by perinatal undernutrition regroups genes involved in signal transduction. This category includes the galanin receptor 1 (GALR1) the cannabinoid receptor 1 (CB1) and the glutamate receptor NMDA NR2 (Table 3). All these receptors, whose expression levels were increased more than two fold in LP rats in relation to controls, have been involved in the regulation of food intake and energy homeostasis [24], [25], [26]. 

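Grin2b, an NMDA receptor subunit listed in Table 3, was higher in LP rats, with a normalized intensity of 876 ± 427 in control rats and 3981 ± 889 in LP rats (SD, n = 5 each), 4.78-fold (log2 fold change 2.26, SE 0.27, adjusted p = 0.00552 from limma). Cnr1, the cannabinoid receptor of neurons, was 2.32-fold higher (log2 fold change 1.22, SE 0.23, adjusted p = 0.0132 from limma). Galr1, a receptor of galanin, was 1.32-fold higher (log2 fold change 0.40, SE 0.10, adjusted p = 0.0278 from limma), with an intensity of 579 ± 71.6 in control rats and 764 ± 47.7 in LP rats (SD, n = 5 each). Oprm1, the mu opioid receptor, and Htr1b, a serotonin receptor, were also higher (log2 fold changes 0.88 and 1.08, adjusted p = 0.016 and 0.0266 from limma). Within the second array run the log2 differences of Grin2b, Cnr1 and Galr1 were 2.17, 1.18 and 0.68. Of the 27 receptors of feeding signals, 2 of them listed in Table 3, 7 were higher, 2 were lower and 18 did not pass the test (8 higher and 2 lower when adjusted over the list alone). The list's median log2 fold change was 0.14 (adjusted p = 0.0592 from camera) and 0.05 within the second run. It passed with the values of the series matrix or cyclic loess (adjusted p = 0.0204 and 0.0221 from camera) and without control 3, control 4, LP 1 or LP 2 (0.0387, 0.038, 0.0427 and 0.0485, and 0.0204 to 0.446 over the alternatives). Galr1 did not pass with the methods' test paired by replicate number, and Htr1b did not pass with its unequal-variance form.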

To our surprise we found no changes in gene expression of the classical orexigenic and anorexigenic neuropeptides, NPY, AgRP, POMC and CART but this was due to the stringent criteria we used to limit false discovery rate (P<0.003). Indeed, in agreement with our previous observations [15], a close inspection of the microarray data revealed a down regulation of AgRP and POMC with a P-value of, respectively, 0.04 and 0.02. 

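Pomc, the precursor of the appetite-suppressing melanocortins, was lower in LP rats, with a normalized intensity of 3795 ± 958 in control rats and 2250.0 ± 354 in LP rats (SD, n = 5 each), a log2 fold change of −0.73 (SE 0.18, unadjusted p = 0.00178 from limma, adjusted p = 0.0263). Every LP rat lay below every control rat. Agrp, which antagonizes the melanocortin receptors and stimulates feeding, had an intensity of 457 ± 47 in control rats and 368 ± 78.4 in LP rats (SD, n = 5 each), a log2 fold change of −0.33 (SE 0.15, unadjusted p = 0.0471 from limma, adjusted p = 0.137), and the groups overlapped. The log2 differences within the second array run were −0.68 for Pomc and −0.44 for Agrp. Agrp passed without LP 5 (log2 fold change −0.43, adjusted p = 0.0868 from limma, 0.0868 to 0.648 over the alternatives). Pomc did not pass with the methods' test paired by replicate number. The mean of the pituitary markers was lower in LP rats as well (mean log2 fold change −0.30, exact permutation p = 0.00794). Control 1 had the highest log2 intensity of both Pomc (12.35) and the pituitary gene Cga (13.49). LP 3 had the lowest Cga (8.05), but its Pomc (11.29) was not the lowest. Whether pituitary tissue contributed to the difference in Pomc was not tested.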

NPY and CART were also down regulated although in this latter case the differences in the levels of gene expression between control and LP rats were not statistically significant. 

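Npy, a neuropeptide that stimulates feeding, had a normalized intensity of 10162 ± 1904 in control rats and 7973 ± 1575 in LP rats (SD, n = 5 each), a log2 fold change of −0.35 (SE 0.16, unadjusted p = 0.0542 from limma, adjusted p = 0.15). Cartpt, the precursor of the appetite-suppressing CART peptides, had an intensity of 18992 ± 1659.8 in control rats and 16949 ± 1458 in LP rats (SD, n = 5 each), a log2 fold change of −0.16 (SE 0.09, unadjusted p = 0.108 from limma, adjusted p = 0.236). With each array centred on its median, both passed (adjusted p = 0.0248 and 0.0212 from limma). The log2 fold change of Npy also passed without control 4, without LP 1 and with the replicate number as a block (over the alternatives 0.0248 to 0.717 for Npy and 0.0212 to 0.658 for Cartpt). Of the 34 measured hypothalamic neuropeptides, none was higher, 5 were lower and 29 did not pass the test (0 higher and 4 lower when adjusted over the list alone). Vip, a peptide of the suprachiasmatic nucleus, was lower (log2 fold change −0.68, SE 0.19, adjusted p = 0.039 from limma), as was Npvf, which inhibits gonadotropin release (−0.58, adjusted p = 0.0333 from limma), although Npvf did not pass with the values of the series matrix or cyclic loess (0.104 and 0.127). As a list, the neuropeptides had a median log2 fold change of −0.30 (adjusted p = 0.00136 from camera, adjusted p = 0.426 with an estimated correlation) and −0.38 within the second array run, and −0.16 with the trend on coding length taken out, a step added after seeing the data (adjusted p = 0.0234 from camera, and 4.32e-05 to 0.426 over the alternatives). Vip and Npvf did not pass with the methods' test, either paired by replicate number or with unequal variances.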

The expression of other neurotransmitter receptors which have not, until now, been directly associated with the regulation of metabolism was also altered by protein restriction. These include several glutamate receptor subtypes and different members of the olfactory receptor family as well as the purinergic receptor P2Y4, the calcium sensor receptor and the angiotensin receptor 1a (Table 3). In addition to altered changes in the expression of membrane receptors, LP rats exhibited up-regulated levels of mRNA encoding enzymes involved in intracellular signaling including several members of the adenylate and guanylate cyclases, Rho and Ras GTPases and protein kinases.

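Several glutamate receptor subunits were higher in LP rats. Grin2a, an NMDA receptor subunit, had a normalized intensity of 1125 ± 812 in control rats and 3482 ± 788 in LP rats (SD, n = 5 each) (log2 fold change 1.83, SE 0.35, adjusted p = 0.0134 from limma). The metabotropic receptor Grm5 was higher (1.38, adjusted p = 0.0168 from limma) and Grm2, another metabotropic receptor, was lower (−0.47, adjusted p = 0.021 from limma). The sequence that Table 3 lists as an AMPA receptor carries the name LOC691178 and was higher (1.48, adjusted p = 0.0346 from limma). Grm3 was read by 2 sequences, of which the brighter did not pass (0.06, adjusted p = 0.773 from limma) and the other was higher (1.36, adjusted p = 0.0139 from limma). Grik3, a kainate receptor, did not pass (log2 fold change 0.06, SE 0.18, adjusted p = 0.834 from limma), and its log2 fold change was −0.04 with each array centred on its median and 0.69 within the second array run. Of the 25 measured glutamate receptors, 5 of them listed in Table 3, 8 were higher, 2 were lower and 15 did not pass the test (10 higher and 2 lower when adjusted over the list alone). The list's median log2 fold change was 0.30 (adjusted p = 0.00253 from camera, adjusted p = 0.426 with an estimated correlation) and 0.30 within the second run, and the list did not pass fry of limma (adjusted p = 0.0634). With each array centred on its median it was 0.02 (adjusted p = 0.3 from camera, 0.00028 to 0.426 over the alternatives), and with the trend on coding length taken out it was 0.23 (adjusted p = 0.08). P2ry4, a purinergic receptor, was higher (log2 fold change 0.73, SE 0.13, adjusted p = 0.011 from limma). Agtr1a, the angiotensin receptor 1a, was lower (log2 fold change −0.50, SE 0.10, adjusted p = 0.0163 from limma). Casr, the calcium-sensing receptor, was lower (−0.47, adjusted p = 0.0349 from limma) but did not pass with the values of the series matrix or cyclic loess (0.186 and 0.141, and 0.0183 to 0.582 over the alternatives). Of 1251 olfactory receptors, 8 were higher, 63 were lower and 1180 did not pass (0 higher and 2 lower when adjusted over the list alone), and 1246 had a mean intensity below the median of all genes. The 2 that also passed over the list alone, Or8k25 and Or2m13, had log2 fold changes of −0.55 and −0.99 (adjusted p = 0.00939 and 0.00967 from limma), and −0.53 and −0.36 within the second run. Neither passed with the array run as a block (adjusted p = 0.546 and 0.621 from limma, 0.00518 to 0.546 and 0.00593 to 0.621 over the alternatives), and Or2m13 did not pass within the second run alone. The olfactory receptors did not shift as a list (median 0.00, adjusted p = 0.41 from camera) except upward with each array centred on its median (median 0.20, adjusted p = 5.21e-10) or the trend on coding length taken out (median 0.07, adjusted p = 0.0224, a step added after seeing the data), and downward among the receptors left without the dimmest genes (median −0.31, adjusted p = 0.000688). Casr did not pass with the methods' test paired by replicate number, and Grm5 and LOC691178 did not pass with its unequal-variance form.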

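Prkca, protein kinase C alpha, was higher in LP rats, with a normalized intensity of 1539 ± 419 in control rats and 4000.0 ± 473 in LP rats (SD, n = 5 each) (log2 fold change 1.41, SE 0.17, adjusted p = 0.00552 from limma). Wnk1, a kinase of ion transport that Table 3 lists as protein kinase lysine deficient 1, was 3.73-fold higher in the brighter of its 2 sequences (log2 fold change 1.90, SE 0.21, adjusted p = 0.00552 from limma) and higher in the other (0.89). Camk1d and Prkg1, a calcium/calmodulin kinase and the cGMP-dependent kinase, were higher (1.32 and 1.56), and the related kinase Camk1 was lower (−0.52, adjusted p = 0.0158 from limma). Of the 27 protein kinases C, A and G and CaM kinases, 1 of them listed in Table 3, 11 were higher, 2 were lower and 14 did not pass the test (15 higher and 2 lower when adjusted over the list alone). Their median log2 fold change was 0.40 (adjusted p = 0.000197 from camera, adjusted p = 0.415 with an estimated correlation) and 0.22 within the second array run, and 0.09 with each array centred on its median (adjusted p = 0.302 from camera, 4.95e-05 to 0.415 over the alternatives). The cyclases went both ways. Gucy1a2, a subunit of soluble guanylate cyclase, was higher in the sequence with the higher mean log2 intensity (log2 fold change 1.73, SE 0.23, adjusted p = 0.00727 from limma), and the other did not pass (0.23, adjusted p = 0.818 from limma). The adenylate cyclases Adcy6 and Adcy1 were higher (1.15 and 0.75) and Adcy4 was lower (−0.77, adjusted p = 0.0355 from limma). Of the 20 adenylate and guanylate cyclases, 1 of them listed in Table 3, 5 were higher, 3 were lower and 12 did not pass the test (5 higher and 3 lower when adjusted over the list alone), with a median of 0.03 (adjusted p = 0.216 from camera) and 0.01 within the second run. Arhgap26, a GTPase-activating protein, and Rab27b, a Ras-related GTPase of vesicle transport, were 3.01-fold and 3.06-fold higher (adjusted p = 0.00924 and 0.00803 from limma). Adcy4 did not pass with the methods' test, either paired by replicate number or with unequal variances.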

However, the most outstanding result revealed by the analysis of the genes clustered in the signal transduction gene ontology category, was the finding that perinatal protein restriction increased the hypothalamic expression levels of several genes involved in the signal transduction pathway of insulin (Table 4). These genes include insulin receptor substrate-1 (IRS1), phosphatidylinositol-3-kinase (PI3K), phosphoinositide-dependent protein kinase-1 (PDK1), serine threonine kinase Akt3, glycogen synthase kinase 3 beta (GSK3β) and the signal transduction protein CBL. This observation is in line with the results of previous studies which have shown an up-regulation of the PI3K signaling pathway in skeletal muscle of young men with low birth weight [27] or in skeletal muscle of rats submitted to metabolic programming [28]. 

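Several genes along the pathway from the insulin receptor were higher in LP rats. Irs1, the adaptor phosphorylated by the insulin receptor, had a normalized intensity of 1118 ± 235 in control rats and 1726 ± 219.8 in LP rats (SD, n = 5 each) (log2 fold change 0.64, SE 0.14, adjusted p = 0.0213 from limma). Pik3r1, the regulatory subunit of PI3K, was 3.3-fold higher (log2 fold change 1.72, SE 0.44, adjusted p = 0.0294 from limma). Pdpk1, which encodes PDK1 and activates Akt, was 3.27-fold higher (log2 fold change 1.71, SE 0.32, adjusted p = 0.0122 from limma). Gsk3b, the kinase that Akt inhibits, had an intensity of 2637 ± 1128 in control rats and 10388 ± 2928 in LP rats (SD, n = 5 each) (log2 fold change 2.02, SE 0.26, adjusted p = 0.00711 from limma). Cbl, an adaptor and ubiquitin ligase, was 4.09-fold higher (log2 fold change 2.03, SE 0.33, adjusted p = 0.00915 from limma). Akt1, a form of Akt, was lower (log2 fold change −0.47, SE 0.08, adjusted p = 0.00939 from limma). In each of these genes except Irs1 the LP rats did not overlap with the control rats. Within the second array run the log2 differences were 0.76 for Irs1, 0.87 for Pik3r1, 1.61 for Pdpk1, 2.08 for Gsk3b, 1.75 for Cbl and −0.41 for Akt1. Of the 50 genes of insulin, PI3K and mTOR signaling, 21 were higher, 5 were lower and 24 did not pass the test (24 higher and 6 lower when adjusted over the list alone). As 8 of them are listed in Tables 3 and 4, the list is not fully independent of the paper's own selection. The median log2 fold change was 0.34 (adjusted p = 0.000127 from camera, adjusted p = 0.415 with an estimated correlation), 0.29 within the second run and 0.19 with each array centred on its median (adjusted p = 0.0756 from camera, 4.07e-06 to 0.415 over the alternatives). From the increase of these genes the paper proposes that perinatal protein restriction alters insulin signaling and nutrient sensing in the hypothalamus (Table 4, Fig. 2A). Pik3r1 did not pass with the unequal-variance form of the methods' test.

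**Figure D2:**
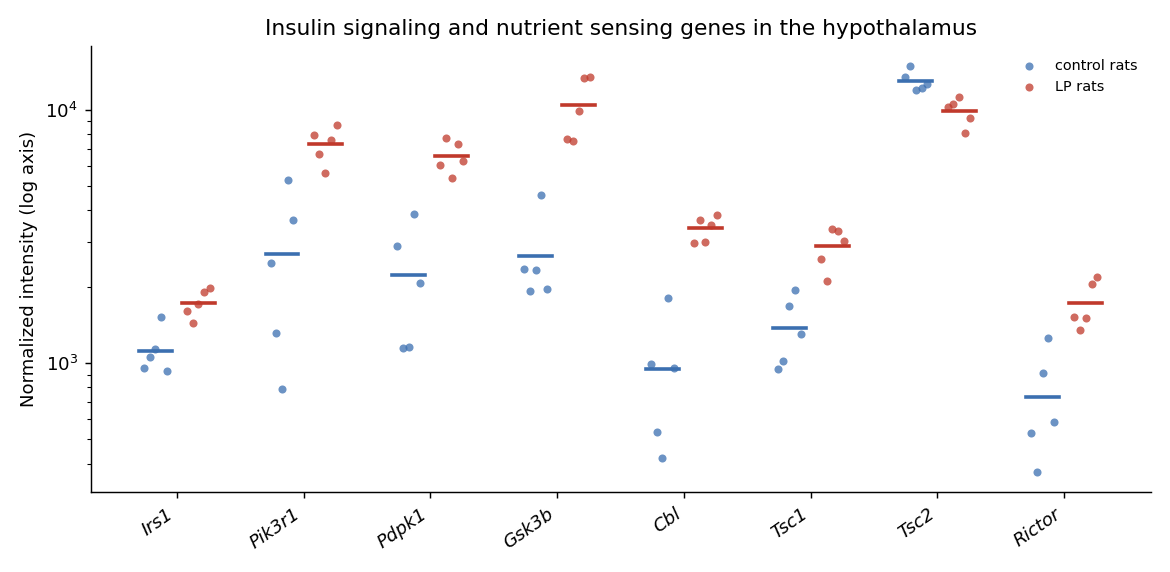
Normalized intensity (log axis) of 8 genes of insulin signaling and nutrient sensing in the hypothalamus of each control (blue) and LP (red) rat. Points are single arrays and bars are group means. All genes but Tsc2 are higher in the LP rats, and the groups overlap in Irs1.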

The constitutive activation of the PI3K pathway in POMC neurons results in hyperphagia, diet-sensitive obesity and leptin resistance [29]. On the other hand, enhanced expression and activity of GSK3β has been reported in the skeletal muscle of diabetic patients and in the muscle of animal models of type 2 diabetes [30], [31]. Therefore, the herein presented results point out the interesting possibility that the increased food intake and metabolic disturbances usually observed in metabolic programmed animals are bring about, at least in part, by disrupted insulin signaling in the hypothalamus.

**Table 4:** Functional and transcriptional gene clusters whose expression in the hypothalamus is coordinately regulated by perinatal protein restriction.

Gene name	Gene symbol	Gene_ID	Fold change	P-value	GO Category
**Enegy homeostasis and nutrient sensing**					
Insulin receptor substrate 1	IRS1	25467	2,21	0,0031	S
Phosphatidylinositol 3-kinase, regulatory subunit, polypeptide 1	PI3K	25513	3,05	0,0017	M, S
3-phosphoinositide dependent protein kinase-1	PDK1	81745	3,25	0,0003	S
Murine thymoma viral oncogene homolog 3	Akt3	29414	1,42	0,0043	S
Glycogen synthase kinase 3 beta	GSK3β	84027	4,04	0,0020	M, S, T
Tuberous sclerosis 1	Tsc1	60445	2,31	0,0026	M, S
Tuberous sclerosis 2	Tsc2	24855	−1,33	0,0029	S
Ecotropic retroviral transforming sequence	CBL	500985	4,37	0,0001	S
**Transcriptional regulation of metabolism**					
Glucocorticoid receptor	GR	24413	3,15	0,0011	M, S, T
Thyroid hormone receptor beta	TRβ	24831	2,69	0,0028	M, T
RAR-related orphan receptor alpha	RORα	300807	7,25	0,0002	M, S, T
RAR-related orphan receptor beta	RORβ	309288	2,77	0,0010	M, T
Peroxisome proliferator-activated receptor gamma	PPARγ	25664	−2,35	0,0015	M, S, T
Retinoid X receptor alpha	RXRα	25271	2,10	0,0007	M, S, T
Estrogen receptor 1	ERα	24890	2,83	0,0002	M, S, T
Androgen receptor	AR	24208	3,33	0,0023	M, S, T
Testicular orphan nuclear receptor 4	TR4	50659	4,24	0,0010	M, T
Germ cell nuclear factor	GCNF	362125	2,97	0,0017	M, T
Peroxisome proliferative activated receptor, gamma, coactivator 1 alpha	PGC-1α	83516	2,31	0,0035	M, S, T
Peroxisome proliferator-activated receptor gamma coactivator 1 beta	PGC-1β	291567	2,18	0,0007	M, S, T
**Circadian clock**					
RAR-related orphan receptor alpha	RORα	300807	7,25	0,0002	M, S, T
Retinoid X receptor alpha	RXRα	25271	2,10	0,0007	M, S, T
Peroxisome proliferative activated receptor, gamma, coactivator 1 alpha	PGC-1α	83516	2,31	0,0035	M, S, T
Circadian Locomotor Output Cycles Kaput	CLOCK	60447	4,61	0,0004	M, S, T

Hierarchical cluster analysis was performed using CLUSTER 3.0 and TREEVIEW software as indicated in the Material and Methods section. The indicated P-value corresponds to the Student's t-test P value. S =  Signal transduction; M =  Metabolism; T =  Transcription.

PI3K and Akt3 are also at the heart of the intracellular transduction cascade initiated by the stimulation by leptin and neurotrophin brain-derived neurotrophic factor (BDNF) of their membrane receptors. Like insulin, leptin and BDNF act in the arcuate and ventromedial nucleus of the hypothalamus to regulate food intake, energy expenditure and peripheral glucose levels by the activation PI3K [32], [33], [34]. Moreover, the PI3K/Akt pathway is an upstream activator of the protein kinase mTOR (mammalian target of rapamycin) which is a critical regulator of nutrient sensing as well as cellular metabolism, growth, and proliferation [35], [36]. Our finding that the expression of PI3K and AKT was significantly increased in the hypothalamus of LP rats in relation to control animals therefore suggests that the fuel sensing mechanisms of the cell are also affected by early protein restriction. In support of this idea, the expression of tuberous sclerosis complex 1 (TSC1), tuberous sclerosis complex 2 (TSC2) and rictor genes was also altered by protein undernutrition (Table 4). 

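Tsc1 and Tsc2 encode the proteins of the complex that restrains mTOR, and on the arrays they changed in opposite directions. The paper's RT-PCR gave a significant increase of Tsc1 but no significant difference in Tsc2 (Table 5). Tsc1 had a normalized intensity of 1378 ± 425 in control rats and 2882 ± 546 in LP rats (SD, n = 5 each) (log2 fold change 1.10, SE 0.21, adjusted p = 0.0142 from limma). Tsc2 had one of 12973 ± 1182 in control rats and 9887 ± 1221 in LP rats (SD, n = 5 each) (log2 fold change −0.40, SE 0.11, adjusted p = 0.0346 from limma). Rictor, the defining subunit of the mTOR complex that phosphorylates Akt, was 2.54-fold higher (log2 fold change 1.34, SE 0.29, adjusted p = 0.0199 from limma), with an intensity of 730.4 ± 352 in control rats and 1721 ± 371 in LP rats (SD, n = 5 each). In each of the 3 genes the values of the LP rats did not overlap with those of the control rats. Within the second array run the log2 differences were 1.02 for Tsc1, −0.24 for Tsc2 and 1.32 for Rictor.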

The heterodimer TSC1/TSC2 is an upstream negative regulator of mTOR and rictor is a key component of the multi-protein complex mTORC2 which inhibits insulin signaling through a feed-back mechanism involving the phosphorylation of Akt and of several serine residues of IRS-1 [37], [38].

By altering the expression of PI3K and Akt, perinatal protein restriction is therefore disrupting a wide range of neural and hormonal signals involved in the regulation of food intake and energy homeostasis making likely that the herein reported changes in gene expression of this molecule play a key role in the metabolic disturbances associated with nutritional programming.

### Transcriptional control of metabolism

The hierarchical organization of the microarray data by Gene Ontology indicated that 112 genes, representing more than 10% of the genes whose expression level was altered by maternal protein restriction, participate in transcription processes. These include genes encoding growth and cell proliferation factors as well as transcription factors that play a key role in the integration of nutrient, metabolic and endocrine signals and some enzymes involved in the regulation of chromatin structure and function. Transforming growth factor beta (TGFβ), Kruppel-like factor 5 (Klf5), fibroblast growth factor 2 (Fgf2), transcription factor E2F5 (EDF-5), retinoblastoma binding protein 7 (RBBP7), neurogenin 1(Neurog1) and like histone deacetytlase 1 and histone acetyltransferase MYST4 are representative genes of these groups (Table 3).

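Kat6b, the histone acetyltransferase MYST4, was higher in LP rats, with a normalized intensity of 1633 ± 637 in control rats and 3454 ± 439.6 in LP rats (SD, n = 5 each) (log2 fold change 1.16, SE 0.24, adjusted p = 0.0166 from limma). Fgf2, fibroblast growth factor 2, and Klf5, a transcription factor of the Kruppel-like family, were higher (log2 fold changes 0.65 and 0.51, adjusted p = 0.0107 and 0.0116 from limma). Tgfb1, transforming growth factor beta 1, and Rbbp7, a histone-binding protein, were lower (−0.53 and −0.44, adjusted p = 0.0145 and 0.015 from limma). Neurog1, a transcription factor of neuronal differentiation, had an intensity of 326 ± 16.2 in control rats and 325 ± 30.3 in LP rats (SD, n = 5 each) and did not pass (log2 fold change −0.01, SE 0.09, adjusted p = 0.945 from limma). It was dim, with log2 intensities of 8.20 to 8.55, near the mean of the olfactory receptors (8.01). Hdac1, a histone deacetylase, was higher (log2 fold change 0.36, SE 0.10, adjusted p = 0.0427 from limma) but not with each array centred on its median (log2 fold change 0.07, adjusted p = 0.692 from limma) or without both control 2 and LP 4 (0.101, and 0.0233 to 0.937 over the alternatives). The sequence that Table 3 lists as histone deacetylase 9, RGD1310748, was higher (0.58, adjusted p = 0.0411 from limma, and 0.128 without both arrays). Of the 31 chromatin-modifying enzymes, 1 of them listed in Table 3, 9 were higher, 4 were lower and 18 did not pass the test (11 higher and 6 lower when adjusted over the list alone). Kat6a, a paralog of Kat6b, Tet3, which oxidizes methylcytosine, and Crebbp, an acetyltransferase, had log2 fold changes of 1.69, 0.95 and 0.86. The median log2 fold change of the list was 0.09 (adjusted p = 0.0269 from camera, adjusted p = 0.415 with an estimated correlation) and 0.09 within the second array run. It was −0.08 with each array centred on its median (adjusted p = 0.574 from camera, 0.0183 to 0.574 over the alternatives) and 0.09 with the trend on coding length taken out (adjusted p = 0.193). RGD1310748 did not pass with the unequal-variance form of the methods' test.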

However, the largest class of genes represented in this group is the nuclear receptor (NR) family. NR are ligand-activated transcription factors that act as nutrient sensors and, by responding to both incoming dietary signals and metabolites generated by the diet, play a key role in the metabolic adaptation of the organism [39]. According to the genomic sequence information available to date, mammals encode 48–49 NR family members. In our microarray analysis, the expression of 11 rat homologous NR members was permanently altered by perinatal protein undernutrition (Table 4). Most of these receptors belong to a functional NR network that regulates lipid metabolism and energy homeostasis as defined by Bookoute et al., [40]. These nuclear receptors are: the glucocorticoid receptor (GR), the thyroid hormone receptor beta (TRβ), the RAR-related orphan receptor alpha (RORα), the peroxisome proliferator activated receptor gamma (PPARγ) and the retinoid X receptor alpha (RXRa) to which the transcriptional co-regulators PGC1a and PGC1b, whose expression is also permanently altered in LP rats, can be added. 

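Of the 47 nuclear receptors measured, 16 were higher, 3 were lower and 28 did not pass the test (21 higher and 4 lower when adjusted over the list alone). As 10 of them are listed in Table 4, the list is not fully independent of the paper's own selection. Nr2c2, an orphan receptor, had a normalized intensity of 1674 ± 1197 in control rats and 6605 ± 1352 in LP rats (SD, n = 5 each), a 4.52-fold difference (log2 fold change 2.18, SE 0.34, adjusted p = 0.00864 from limma). Nr6a1, another orphan receptor, was higher in both of its sequences, by 0.71 and 0.61 on the log2 scale (adjusted p = 0.0171 and 0.0144 from limma). Rorb, a receptor related to RORα, was 1.81-fold higher (log2 fold change 0.86, SE 0.14, adjusted p = 0.00939 from limma). The median log2 fold change of the list was 0.17 (adjusted p = 0.00046 from camera, adjusted p = 0.415 with an estimated correlation) and 0.14 within the second array run. The coregulators of these receptors also shifted up: of 24, 10 were higher, none was lower and 14 did not pass the test (12 higher and 0 lower when adjusted over the list alone), 2 of them listed in Table 4. Among them, Ncoa2, a coactivator, and Tbl1x, a subunit of corepressor complexes, had log2 fold changes of 1.46 and 1.42 (adjusted p = 0.0172 and 0.0169 from limma). The median of the coregulators was 0.33 (adjusted p = 0.000127 from camera, adjusted p = 0.415 with an estimated correlation) and 0.30 within the second run, and −0.02 with each array centred on its median (adjusted p = 0.226 from camera, 3.65e-05 to 0.415 over the alternatives). Nr6a1 did not pass with the methods' test paired by replicate number, and Tbl1x did not pass with its unequal-variance form.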

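Nr3c1, the glucocorticoid receptor, was 3.06-fold higher in LP rats, with a normalized intensity of 1074 ± 616 in control rats and 2880.1 ± 681 in LP rats (SD, n = 5 each) (log2 fold change 1.61, SE 0.38, adjusted p = 0.0243 from limma). Thrb, the thyroid hormone receptor beta, was 2.38-fold higher (log2 fold change 1.25, SE 0.26, adjusted p = 0.0172 from limma), and Rxra, the common partner of several of these receptors, was 1.98-fold higher (log2 fold change 0.99, SE 0.17, adjusted p = 0.00967 from limma). Rora was higher in all 3 of its sequences, 4.84-fold in the brightest (log2 fold change 2.28, SE 0.40, adjusted p = 0.0102 from limma). Pparg, a receptor of fatty acids, was lower, with an intensity of 765 ± 235 in control rats and 415 ± 64.7 in LP rats (SD, n = 5 each) (log2 fold change −0.84, SE 0.20, adjusted p = 0.0229 from limma). The coactivators of energy metabolism Ppargc1a and Ppargc1b were 2.1-fold and 2.17-fold higher (adjusted p = 0.039 and 0.0122 from limma). The groups did not overlap in these genes except in Ppargc1a. Within the second array run the log2 differences were 1.53 for Nr3c1, 1.31 for Thrb, 0.85 for Rxra, 2.02 for the brightest sequence of Rora, −0.30 for Pparg, 1.05 for Ppargc1a and 1.13 for Ppargc1b. Nr3c1 did not pass with the methods' test paired by replicate number, and Nr3c1 and Ppargc1a did not pass with its unequal-variance form.

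**Figure D3:**
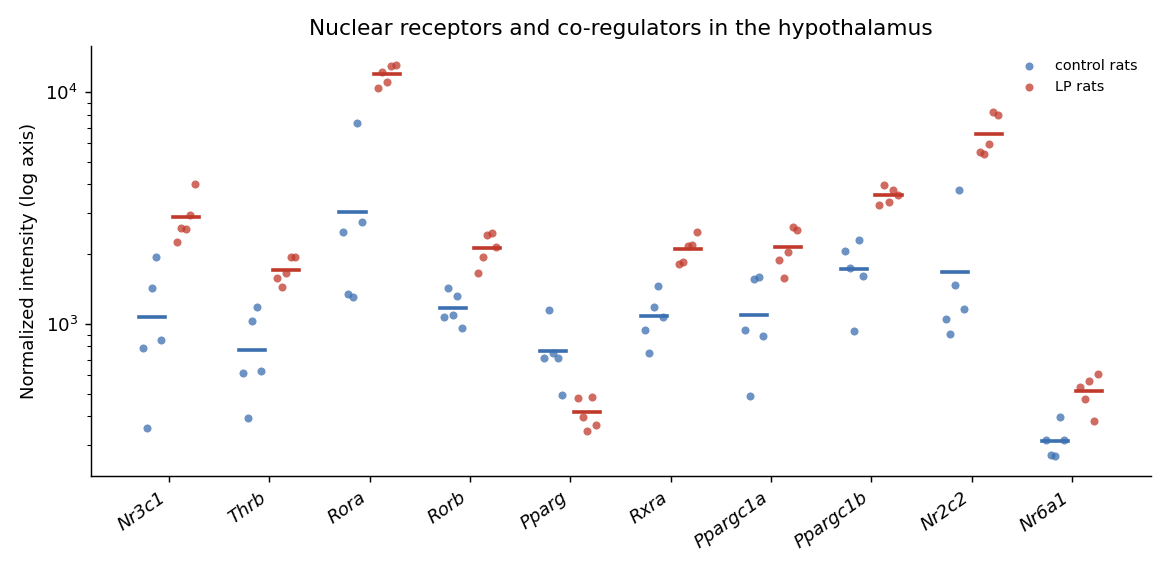
Normalized intensity (log axis) of 8 nuclear receptors and the coactivators Ppargc1a and Ppargc1b in the hypothalamus of each control (blue) and LP (red) rat. Points are single arrays and bars are group means. Pparg is lower in the LP rats and the other genes are higher.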

All these genes are involved in the regulation of lipid and carbohydrate metabolism.

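Esr1, the estrogen receptor alpha, had an intensity of 416 ± 91.7 in control rats and 773 ± 173 in LP rats (SD, n = 5 each), a 1.85-fold increase (log2 fold change 0.89, SE 0.18, adjusted p = 0.0163 from limma). Every LP rat lay above every control rat, and the log2 difference within the second array run was 0.92.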

Among the other nuclear receptors whose level of expression was enhanced by early protein restriction, two of them, estrogen receptor alpha (ERα) and the androgen receptor (AR), are clustered into a NR network that links nuclear receptor function to reproduction and development [40] but even these receptors have been shown to play an important role in the regulation of food intake and energy expenditure. Thus AR [41] or ERa [42] knockout mice develop several physio-pathological features characteristic of the metabolic syndrome including body weight gain, hyperphagia and increased visceral adipose tissue. This phenotype can be reproduced by the selective inactivation of ERa receptors in the ventromedial nucleus of the hypothalamus [43] underscoring the importance of hypothalamic NR in the control of energy homeostasis at the whole body level and the relevance of our findings.

### Transcriptional regulation of the circadian clock

Another striking result of our microarray analysis was the finding that the levels of expression of several genes which play an important role in the regulation of the circadian clock are permanently altered by perinatal protein restriction. The circadian clock is an endogenous system that controls a wide variety of physiological processes ranging from body temperature, and heart rate to hormone secretion [44]. It constitutes the link between the temporal availability of nutrients and energy metabolism. At the core of the circadian clock is a set of transcription factors that form transcription-translation feedback loops that maintain cycles of gene expression over a 24 h period. The positive limb of the loop is constituted by the transcription factors CLOCK (Circadian Locomotor Output Cycles Kaput) and Bmal1 (Brain and Muscle Arnt-Like protein 1) whose protein products dimerize to induce the transcription of period (Per1-3) and Cryptochrome (Cry1-2) genes as well as that of other genes which contain E-box elements in their promoters including NR and other genes involved in fatty acid and glucose metabolism. A second regulatory loop involves the co-activator of transcription PGC-1α and the nuclear receptors REV-ERBa and RORa. REV-ERBa is a direct target of the CLOCK-Bmal1complex and represses Bmal1 transcription [45] whereas PGC-1a and RORa act synergistically to activate Bmal1 expression [46], [47].

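Clock, which encodes a core transcription factor of the circadian oscillator, had a normalized intensity of 698 ± 362 in control rats and 2266 ± 480.0 in LP rats (SD, n = 5 each), a 3.54-fold difference (log2 fold change 1.82, SE 0.31, adjusted p = 0.00974 from limma). Ppargc1a had an intensity of 1095 ± 477 in control rats and 2138 ± 445 in LP rats (SD, n = 5 each), and the brightest sequence of Rora one of 3047 ± 2489 in control rats and 11918 ± 1159 in LP rats (SD, n = 5 each). Per3, a period gene, was higher (log2 fold change 0.58, SE 0.16, adjusted p = 0.0395 from limma), although not with array weights or without both control 2 and LP 4 (adjusted p = 0.114 for the latter from limma, 0.0138 to 0.778 over the alternatives). Per2, another period gene, was higher too (log2 fold change 0.57, SE 0.19, adjusted p = 0.0644 from limma), but did not pass under 12 of 30 alternatives, among them array weights and leaving out control 3, LP 1, LP 3, LP 4 or LP 5 (for these 5 adjusted p = 0.101, 0.107, 0.113, 0.121 and 0.128 from limma, 0.0133 to 0.883 over all). The log2 differences of Per2 and Per3 within the second array run were 0.19 and 0.22. Bmal1, the partner of Clock, did not pass, with an intensity of 10461 ± 2279 in control rats and 10855 ± 1572 in LP rats (SD, n = 5 each) (log2 fold change 0.07, adjusted p = 0.782 from limma). Per1 (0.10), Cry1 (−0.17), Cry2 (0.59) and Nr1d1, which encodes REV-ERBα (−0.09), did not pass either (adjusted p = 0.808, 0.236, 0.133 and 0.587 from limma). With each array centred on its median, Cry1 and Nr1d1 were lower (adjusted p = 0.0713 and 0.0439 from limma), as was Cry1 with array weights, and the log2 fold changes of Bmal1 and Per1 were −0.29 and −0.25. Without control 4, without the genes below the median and with the replicate number as a block, the log2 fold change of Cry2 passed (adjusted p = 0.0644 for the first from limma, 0.0456 to 0.919 over the alternatives). Of the 25 genes of the circadian clock, 3 of them listed in Table 4, 8 were higher, 4 were lower and 13 did not pass the test (11 higher and 4 lower when adjusted over the list alone). The median log2 fold change of the list was 0.17 (adjusted p = 0.0151 from camera, adjusted p = 0.415 with an estimated correlation) and 0.17 within the second array run, where it did not pass (adjusted p = 0.142 from camera), as with the array run as a block or array weights. It was −0.10 with each array centred on its median (adjusted p = 0.427) and 0.20 with the trend on coding length taken out (adjusted p = 0.0626), against 0.00351 to 0.427 over the alternatives. Ppargc1a, Per3 and Per2 did not pass with the unequal-variance form of the methods' test.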

We found that the mRNA hypothalamic levels of PGC1α and RORα as well as those of CLOCK were significantly increased in LP rats in relation to controls (Table 4). This indicates that protein deficiency during the critical period of perinatal development programs the circadian clock. In line with this hypothesis, we have recently documented that the resulting offspring of Sprague-Dawley rats submitted to the same metabolic programming model as the one used in this study, exhibit significant alterations in the circadian expression profile of diverse genes regulating food intake such as NPY and CART as well as of the three master genes of the circadian clock BMAL1, Period1 and CLOCK [48]. These effects persist long time after weaning and are associated with hyperphagia. Given that the CLOCK/Bmal1 complex regulates also the expression of several genes involved in the control of distinct metabolic processes including glucose and lipid biosynthesis [49], and because of the association between the disruption of the circadian clock and metabolic dysfunction [50], our observations strongly suggest that the susceptibility to develop obesity and insulin resistance induced by protein restriction during early life results, at least in part, from the metabolic programming of the circadian clock.

### Confirmation studies

In order to corroborate, on one hand, the results of the micro-array analysis and to demonstrate, on the other hand, that the differences in gene expression between control and LP rats observed in the hypothalamus of 180 days-old animals are not due to unspecific effects of ageing, we evaluated by real-time RT-PCR the expression levels of the genes clustered into cell signaling and the transcriptional regulation of metabolism, the two gene ontology categories most affected by perinatal protein restriction, using cDNA samples from both 180 and 35 days-old rats. Experiments were performed on 35 days-old pups to show that the transcriptional changes at the time of weaning result from the programming effects of the maternal diet and are not the consequence of the ongoing ingestion of the low protein diet. These experiments confirmed the results issued from the genome-wide analysis and showed that the expression of these two gene clusters is altered in the same way in 35 and 180 days-old rats (Table 5).

**Table 5:** Real time PCR quantification of the genes belonging to the functional and transcriptional gene clusters identified by the genome-wide DNA microarray analysis.

	35 Days		180 Days	
Gene	Controls	Low protein	Controls	Low protein
IRS1	1.00±0.05	1.44±0.13*	1.00±0.02	1.39±0.10**
PI3K	1.00±0.02	1.27±0.04**	0.94±0.11	1.33±0.07*
PDK1	1.00±0.06	1.19±0.O4 *	1.00±0.03	1.32±0.05**
Akt3	1.00±0.05	1.20±0.04*	1.00±0.05	1.36±0.10*
GSK3β	0.94±0.08	1.41±0.08*	0.98±0.07	1.32±0.07*
Tsc1	0.97±0.07	1.39±0.12*	1.01±0.11	1.43±0.01*
Tsc2	1.05±0.03	0.99±0.06	1.00±0.05	1.15±0.05
CBL	0.93±0.08	1.36±0.06*	1.00±0.09	1.25±0.03*
GR	1.00±0.057	0.61±0.07*	1.00±0.07	1.39±0.06*
TRβ	1.03±0.10	1.43±0.11*	1.01±0.07	1.42±0.11*
RORα	1.01±0.06	1.24±0.05*	1.00±0.06	1.57±0.06**
RORβ	1.00±0.03	1.21±0.04*	0.91±0.09	1.44±0.13*
PPARγ	1.00±0.07	0.59±0.08*	1.03±0.04	0.71±0.01***
RXRα	0.97±0.03	1.21±0.007*	1.02±0.02	1.20±0.06*
ERα	1.02±0.09	1.53±0.12**	1.00±0.06	1.62±0.14*
AR	1.07±0.03	1.25±0.04*	1.00±0.04	1.30±0.05*
TR4	1.00±0.04	1.31±0.07**	0.95±0.04	1.33±0.13*
GCNF	1.04±0.08	1.35±0.04**	1.01±0.08	1.32±0.07*
PGC-1α	1.00±0.04	1.27±0.04**	0.96±0.04	1.18±0.02**
PGC-1β	1.00±0.02	1.25±0.06**	1.00±0.05	1.42±0.03*

Quantitative RT-PCR experiments were performed in triplicate using non-pooled mRNA samples from 3 to 4 different animals and β-actin as internal control. The relative amount of the different genes normalized to the endogenous expression of β-actin was calculated by the formula 2^-ΔΔC^_T_ where ΔΔ*C*_T_ =  (*C*_Tgene_ - *C*_T_β_-actin_) LP rat - (*C*_Tgene_ - *C*_Tβ-actin_) control rat.

*P<0.05;

**P<0.01;

***P<0.001 compared with control animals of the same age.

### Conclusions

A number of quantitative or semi-quantitative RT-PCR analyses have been conducted to investigate transcriptional changes in the hypothalamus after nutrient restriction during the critical period of perinatal development. These studies have revealed that protein or calorie restriction during gestation and/or suckling is associated with an altered hypothalamic expression of several anorexigenic and orexigenic genes [15], [18]. Whilst such observations can give a cue about the mechanisms by which undenutrition in early life affects the hypothalamic circuits regulating food intake and energy expenditure, the possibility exists that these transcriptional changes might be a secondary phenomena rather than an initiating mechanism. Here we have performed a comparative genome wide analysis of the transcriptome in the hypothalamus of metabolic programmed rats versus controls. Based on the hypothesis that variations in gene expression levels often reflect changes in gene's activity and that transcriptional networks are at the heart of physiological functions, we identified two gene clusters regulating common cellular processes whose expression is coordinately regulated by perinatal protein restriction. The first one is constituted by several genes of the insulin and leptin signaling pathway which, additionally, act as gate keeper genes for regulation of nutrient sensing (Figure 2). The second cluster encompasses a functional network of nuclear receptors and co-regulators of transcription involved in the detection and use of lipid nutrients as fuel which, in addition, link temporal and nutritional cues to metabolism trough their tight interaction with the circadian clock.

**Figure 2:**
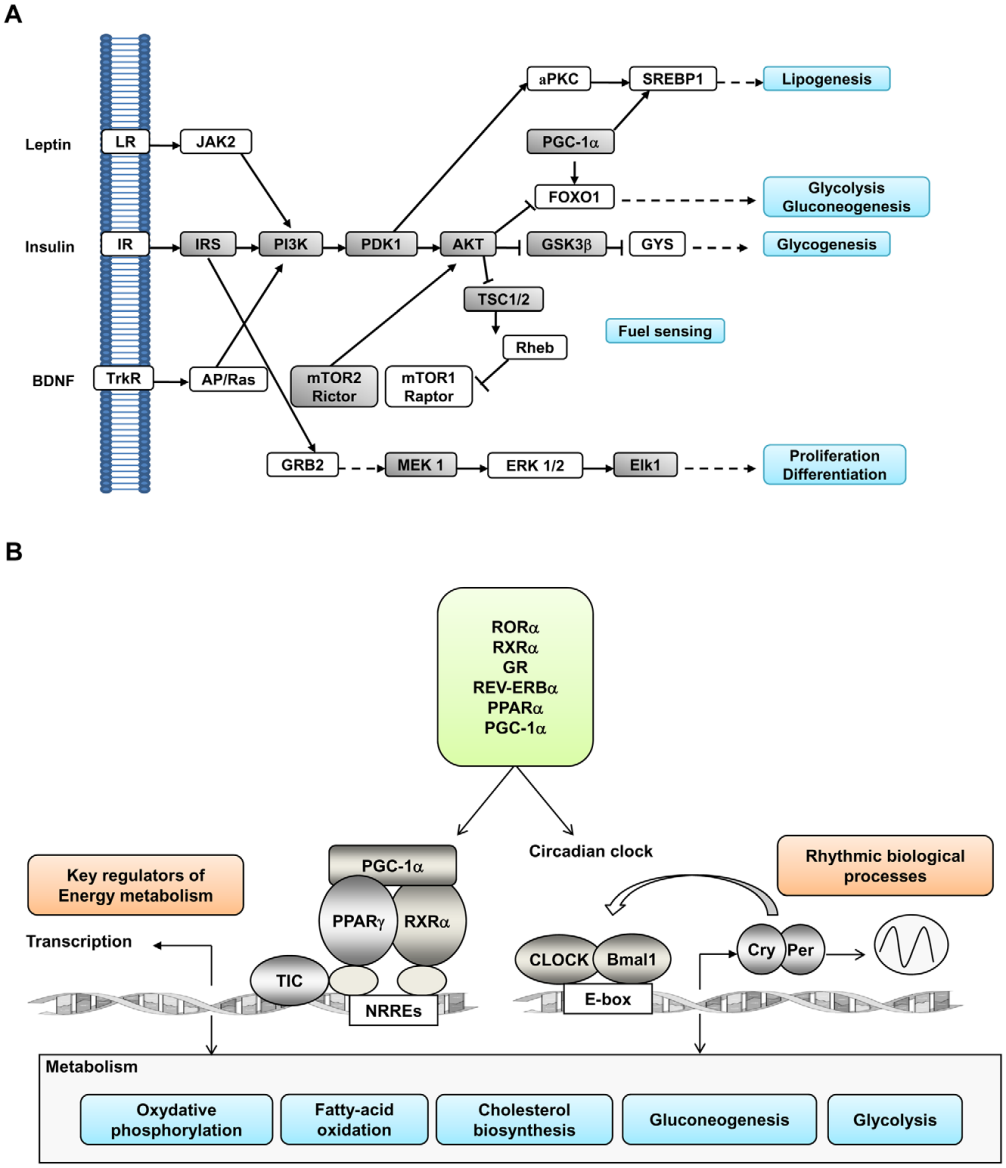
Schematic illustration of the functional (A) and transcriptional (B) gene clusters altered by perinatal protein restriction. (A) Insulin signaling pathway with emphasis on its role in regulating energy homeostasis and nutrient sensing. Lines with end arrows indicate activation, whereas those with perpendicular bars at the end indicate inhibition. Genes exhibiting altered hypothalamic mRNA expression levels in LP rats are represented in shady boxes. (B) Coordinated regulation of energy metabolism and the circadian clock. The diagram illustrates how PGC-1α and nuclear receptors recruit protein complexes and bind, on one hand, to NR response elements (NRREs) within the promoter region of target genes regulating energy metabolism and, on the other hand, to CLOCK and Bmal1, the core genes of the circadian clock. Through the coordinated regulation of the circadian clock and energy metabolism, PGC-1α, RORα and REV-ERBα play an essential role in the adaptation of metabolic gene expression to the temporal availability of nutrients. We found that the expression of the two former genes as well as that of GR, CLOCK and several other NR was permanently altered by perinatal protein restriction. LR  =  Leptin receptor; IR  =  Insulin receptor; TrkR  =  tyrosine kinase receptor.

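Of the genes drawn as altered in Fig. 2A that Tables 3 and 4 do not list, Elk1, a transcription factor activated by the ERK kinases, was higher in LP rats, with a normalized intensity of 3587 ± 1064 in control rats and 5919.7 ± 663 in LP rats (SD, n = 5 each) in the brighter of its 2 sequences (log2 fold change 0.77, SE 0.20, adjusted p = 0.0301 from limma). Map2k1, the kinase MEK1 that activates ERK, had an intensity of 13901 ± 1438 in control rats and 12370.1 ± 916 in LP rats (SD, n = 5 each) and did not pass (log2 fold change −0.17, SE 0.09, adjusted p = 0.236 from limma). With each array centred on its median, Map2k1 was lower (log2 fold change −0.56, adjusted p = 0.0337 from limma, 0.0337 to 0.711 over the alternatives). Within the second array run the log2 differences were 0.41 for Elk1 and −0.21 for Map2k1. Elk1 did not pass with the methods' test, either paired by replicate number or with unequal variances.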

Given the abundance and diversity of cell types constituting the Central Nervous System and the complexity of the interaction between them, one inherent limitation of the microarray and quantitative PCR analysis in brain tissue is their lack of cellular resolution. This remains a challenging issue which is of important concern when we want to determine the functional relevance of transcription changes. Indeed, although many hypothalamic neurons express the same nutrient sensing and signaling transduction proteins, they use the detected information in different, and sometimes opposite, ways to regulate cell activity or gene expression. For instance, AgRP and POMC expressing neurons located within the arcuate nucleus decrease or increase, respectively, their firing rate in response to glucose [51]. Similarly, leptin activates PI3K in POMC neurons but reduces PI3K activity in AgRP neurons [52]. Furthermore, the specific deletion of AMPK from POMC neurons leads to an increased expression ratio of orexigenic versus anorexigenic genes [53]. In contrast, no changes in gene expression are observed after the targeted loss-of-function mutation of AMPK in AgRP neurons [53]. These data have been obtained using a combination of molecular genetics and electrophysiological approaches which allow cell-specific genetic deletion and single cell recordings of activity. However, genome wide expression profiling of individual neuronal cells remains a major technical challenge. Nevertheless, in spite of its lack of cellular resolution, the analysis of gene expression using whole hypothalamus has provided important cues regarding the hypothalamic control of energy homeostasis [54] and microarray analysis of gene co-expression relationships in brain can open new avenues to investigate molecular mechanisms related to altered brain function [55]. In this context, the herein reported results provide a valuable starting point for the direct and systematic experimental analysis of the role of the hypothalamus in the physiopathological disturbances associated with the programming of the metabolic syndrome by protein restriction in early life.

## Materials and Methods

### Animals

All experiments were performed in accordance with the European Communities Council Directive of 24 November 1986 (86/609/EEC). We used an established model of metabolic programming consisting on the restriction of protein to the dam during gestation and lactation as previously described [14]. In brief, eight virgin female Spraguey Dawley rats weighing 200–250 g were obtained from Charles River (France), and placed under a 12 h light/dark cycle (lights on at 07:00) with food and water *ad libitum* for at least ten days before any experimental manipulation. They were then mated to 3 month old males of the same strain (2 females to 1 male). Following confirmation of mating by the visualisation of spermatozoa in a vaginal smear, pregnant dams were housed individually and fed either a control (20 g protein/100 g) or an isocaloric low-protein (LP) diet (8 g protein/100 g) through pregnancy and lactation. Both diets were purchased from Arie Blok (Woerden, The Netherlands) and their composition is provided in Table S1. At delivery, litter size was adjusted to eight pups per dam. At weaning (21 days), all male pups from the control (C) and the low-protein (LP) groups were fed standard laboratory chow. Animals were killed at 6 months of age under non fasting conditions using a rising concentration of CO_2_ and cervical dislocation. Special care was taken to sacrifice all the animals at the same time of the day, 9–10 o'clock in the morning, to prevent the bias due to circadian variations in gene expression. Trunk blood was collected for the analysis of insulin and the metabolites, glucose, triglycerides, cholesterol and fatty acids. Bilateral fat depots from 3 regions (inguinal, retroperitoneal and epididymal) as well as the mesenteric fat pad, were dissected, weighed and summed to provide a measure of body fat, referred to as abdominal fat in the text.

### Hormone and metabolite determinations

Serum from trunk blood was assayed for insulin using an assay kits from Linco Research Inc. Triglycerides, cholesterol and fatty acids were analyzed by enzymatic methods (Triglycérides enzymatiques PAP 150, BioMérieux; Cholesterol RTU, Biomérieux). Serum glucose concentrations were determined with a blood glucose monitor (Accu-Check®, Roche Diagnostics).

### DNA microarrays

Total RNA from the hypothalamus was extracted using the TRIzol reagent (Invitrogene, Cergy Pontoise, France) and subsequently purified using the mini-column purification kit NucleoSpin® from Macherey-Nagel according to the manufacturer's instructions. The quantity and quality of the purified RNA was evaluated using a NanoDrop ND-1000 spectrophotometer and the Angilent 2100 Bio-analyzer. Four micrograms of each RNA sample were sent to the NimbleGen expression array platform. DscDNA synthesis, DNA end-labeling, hybridization, scanning, and data normalization were performed at NimbleGen, which provided the final data file. A total of 10 Rattus norvegicus 385K Arrays (Nimblegen) were conducted using total RNA samples from five control and five LP rats issued from 3–4 different litters. All data is MIAME compliant and the raw data has been deposited in the MIAME compliant database Gene Expression Omnibus (GEO).

### Real-time quantitative RT-PCR

2 µg of purified RNA extracted from the whole hypothalamus of 35 and 180 days-old animals, was reverse transcribed using Superscript II RNAseH- Reverse-Transcriptase (Invitrogen) in a total volume of 20 µl. The resulting cDNA was diluted 50-fold in DNAse and RNAse-free water. Thereafter, 4.5 µl of each cDNA diluted sample was used as template for PCR amplification using SYBR Green (Qiagen, Courtaboeuf, France) as fluorogenic intercalating dye and β-actin as an internal reference for normalization of target gene mRNA expression. The PCR parameters were: an initial denaturation step of 5 min at 95°C followed by 40 cycles of 30 s at 95°C and 30 s at 60°C. The sequences of primers used for the amplification are presented in Table S2.

### Data analysis

To characterize the differences in the profile of gene expression between control and LP rats, and to classify genes and biological samples hierarchically, we used the Gene Cluster program [56]. To this end, the expression level of each gene was first log transformed and then median-centered (relatively to its median expression across all samples), so that relative variations rather than absolute values were used for interpretation. The clustering method used here was an average linkage with the Pearson correlation coefficient as similarity metric. Results were displayed using the TreeView program [56]. In order to validate the most significant differences, Student's *t*-test for paired samples was performed with the XLStat Pro® statistical software (Addinsoft, Paris, France). We used the P-value with a statistical significance of 0.003 corresponding to a false discovery rate of 10%. In this way, two groups of genes corresponding to up-regulated and down regulated genes whose expression was altered by perinatal undernutrition were identified. The two groups of genes differentially expressed in the hypothalamus of LP rats in relation to control animals, were then analyzed using the Gene Ontology (GO) database and the functional classification tool from the DAVID database (http://david.abcc.ncifcrf.gov/). This latter program assigns genes to functional groups within various ontologies and calculates the statistical probability of a particular functional group being over- or under represented. To identify the genes involved in two or more categorized functions, both the up- and down-regulated genes were pooled in their respective Gene Ontology category and distributed in a Venn diagram. The totality of genes for each group (up- and down-regulated) initially submitted to the DAVID database was taken as 100% to obtain the proportion of over-expressed and under-expressed genes in each functional category.

The experimental results of the RT-PCR analysis are expressed as means ± S.E.M. The relative expression levels of the mRNAs in the different hypothalamic samples were calculated using the comparative ΔC_T_ method [57] and β-actin RNA as housekeeping gene. To ascertain the differences between the groups, data were compared by Student's-t-test. Statistical significance was set at P<0.05.

## Supporting Information

Figure S1 Unsupervised hierarchical clustering of gene expression in the hypothalamus of 6 months-old rats born to dams fed a control or a low-protein diet during gestation and suckling. All the animals were fed standard chow since weaning. Cluster colors represent low (green) and high (red) expression levels of probe sets from 10 independent hybridizations corresponding to five control and five LP rats. Note the homogeneous distribution of the genes into two clearly defined up-regulated and down regulated clusters as well as the consistency of the expression changes induced by the maternal diet.

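Hierarchical clustering of the 10 arrays placed the 5 control arrays in one branch and the 5 LP arrays in the other, both for the genes past an unadjusted p of 0.003 and for all genes. Clustering on genes selected by the comparison separates the groups by construction, which clustering on all genes does not. The first principal component of all genes held 56.8% of the variance and separated the diets (exact two-sided permutation test of the scores, p = 0.0079, the smallest possible), and the second held 15.9%. Control 2, at −0.644, and LP 4, at 0.454, lay at the ends of the first component, and control 4, at 0.00159, lay nearest to the LP arrays.

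**Figure D4:**
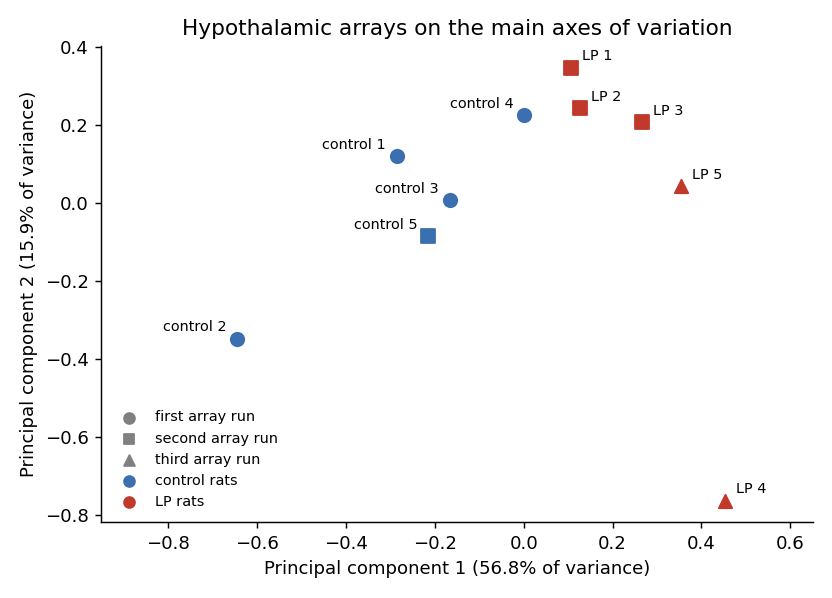
Scores of the 10 hypothalamic arrays on the first and second principal components of all genes, with their shares of the variance. Blue marks control and red LP rats, and the marker shape gives the array run. The control arrays lie between −0.644 and 0.00159 on the first component and the LP arrays between 0.107 and 0.454.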

(6.46 MB TIF)

Table S1 Composition of experimental diets.
(0.03 MB DOC)

Table S2 Sequences of primers used for the real time RT-PCR analysis.
(0.04 MB DOC)

# Supplementary material for: Nutritional Programming in the Rat Is Linked to Long-Lasting Changes in Nutrient Sensing and Energy Homeostasis in the Hypothalamus
**Source:** PLoS One. 2010 Oct 21;5(10):e13537. doi: 10.1371/journal.pone.0013537
**Supplement:** Table S1 — Composition of experimental diets. (0.03 MB DOC)

**Table S1**. Composition of experimental diets (g/kg diet)

| Macronutrient | Control  (20 % protein) | Low protein  (8 % protein) | Standard Chow |
| --- | --- | --- | --- |
| Protein  Casein  Carbohydrate  Cornstarch  Fat  Vegetable oil  Cellulose  Vitamin Mix  Mineral Mix  Energy density (kcal/g)  % macronutrient kcal/g  Protein  Carbohydrate  Fat | 220  631  43  54  10  40  3.8    23  67  10 | 90  761  43  52  10  40  3.8  9.5  80.3  10.2 | 180  630  37  53  10  40  3.6  20.2  70.5  9.3 |

Diet suppliers: Control and low protein diets, AB Diets (Woerden, the Netherlands); standard chow, SAFE, Augy, France.

# Supplementary material for: Nutritional Programming in the Rat Is Linked to Long-Lasting Changes in Nutrient Sensing and Energy Homeostasis in the Hypothalamus
**Source:** PLoS One. 2010 Oct 21;5(10):e13537. doi: 10.1371/journal.pone.0013537
**Supplement:** Table S2 — Sequences of primers used for the real time RT-PCR analysis. (0.04 MB DOC)

**Table S2.** Sequences of primers used for the real time RT-PCR analysis.

| **Gene** | **Forward primer** | **Reversed primer** |
| --- | --- | --- |
| IRS1 | GCCCAGCAACCGCAAAGG | CCAATGTCAGGAGAGCAACTACC |
| PI3K | GGCTTACGCTCCAGTATTTGCTC | GCTGTCGCTCACTCCACTCC |
| PDK1 | TCAGTCCAGTGTGGTGCTATGTTC | GGTGCTTGGTCGGGCTTCAG |
| Akt3 | AACAGAACGACCAAAGCCAAATAC | AATTCATCCTCTCCTCTTCTTGCC |
| GSK3 | CCACCATCCTTATCCCTCCTCAC | TGTCCACGGTCTCCAGCATTAG |
| Tsc1 | GAAGAGGCTGCTGGTCACAATGG | CACTGCTGCTGCTGCTGCTG |
| Tsc2 | GAGCACAGGCAGCACCAGCAG | TGGGTCAGCAAAGGCACATAGGC |
| CBL | AGATGGTGGAGAAGTGCTGGAAG | GTGCGGAGGTGCTGGTAGG |
| GR | CCATTCTAACCATCCTCATCCAC | CGCCATCGCCAAACTTCC |
| TR | ACCCAGACAGCGAGACTCTAACC | GGGCAACCTCCGTGTCATCCAG |
| ROR | GCCGAGGTATCTCAGTCACGAAG | TCTGCCGAGGACAGGAGTAGG |
| ROR | TGCTCTGTTCTCCTCTGCTGTTC | CTGCCGTGATAGTTGGTATCTTGG |
| PPAR | GGAAGCCCTTTGGTGACTTTATGG | GCAGCAGGTTGTCTTGGATGTC |
| RXR | GCTGCTGATTGCCTCCTTCTC | GCTCCGTCTTGTCCATCTGC |
| ER | GGTGGCTCATCCGCTGCTG | CCGAGGCTTTGGTGTGAAGGG |
| AR | CAGTAGACGAGGCAGCAGCATAC | GGGCGTGTGGATGGGTAGGG |
| TR4 | GGCTGTCAGTTGTGAAGGTTGC | GGTTGCGGTGGTGCTTGTTG |
| GCNF | AATCCTGCTCTCGTCCCTCAC | AAGTCGTTCAATCACCTCCATCC |
| PGC-1 | GCCACTACAGACACCGCACAC | ATTCGTCCCTCTTGAGCCTTTCG |
| PGC-1 | GACAGCAGCAGCAGCAGTG | TGGGTGGGCTCTGGTAGGG |

How the deposited data were processed for this re-analysis (not part of the article)

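Gene expression was measured in the hypothalamus of 10 male rats, 5 born to dams fed the control diet and 5 born to dams fed the low-protein diet. RNA of each rat was hybridized to 1 NimbleGen array. The groups and replicate numbers were taken from the sample labels and the methods. The litter of each rat is not given in the sources used here, so p-values measure the spread between rats without regard to litter.

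The authors deposited, for each array, the mean intensity of the perfect-match probes of each sequence on a linear scale. These deposited intensities had no mismatch signal subtracted, and their medians differed between arrays (847 to 1850), so they were taken as not normalized between arrays. The authors also deposited the number of probes of each sequence, and the ratio of the standard deviation to the mean of those probes (the coefficient of variation), which was used only to compare the variation between probes. A further table deposited by the authors, the series matrix, holds intensities on a linear scale with array medians of 865 to 1131, which were therefore brought closer together. Each of its columns is an almost monotone function of the same array's intensities. The methods state that NimbleGen normalized the data; the method is not given in the sources used here, and the series matrix was used as an alternative. A further table holds the same per-array intensities and was not used.

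Log2 intensities were quantile-normalized between the arrays and fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), LP minus control, two-sided and without a block. Adjusted p-values are Benjamini-Hochberg values over the 26208 sequences, and a gene was taken as changed under 0.10. No filter on dim genes was used in the main setting, and tables were read with data.table 1.17.8. Counts are also given at the unadjusted p of 0.003 of the methods. Normalized intensities are given as the mean and SD of the back-transformed values. For a gene with several sequences, the sequence with the highest mean was used, and the text says where sequences disagree. Of the sequences, 20543 were named by gene ID and 31 by accession through the gene table of GRCr8, and 5634 kept the name of the array design. The sequences belong to 24174 genes. Coding length is the length of the sequence in that design's gene models.

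The fit was tested on simulated data with the arrays' own means and spread, in which 200 of 26208 genes were changed. Genes were drawn independently of each other and without an array run effect. The shares that follow therefore do not cover correlation between genes or differences between runs. It recovered 44.8% of the genes changed by a log2 fold change of 0.5, 80.6% of those changed by 1 and 95.5% of those changed by 2, and 15% of its calls were on unchanged genes.

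Gene lists of pathways and of cell types and brain regions, 38 in all with 2221 measured members, were tested with camera of limma at a preset correlation of 0.01, with 1 sequence per gene, adjusted over the lists and taken as shifted under 0.05. Camera with an estimated correlation and fry, which tests whether the genes of a list move on balance one way, were run beside it. Single values per array were compared by exact two-sided permutation tests over the 252 groupings of 5 and 5 rats. Named genes are those of the paper's Tables 3 to 5, Fig. 2A and text; the 10 largest increases and the 10 largest decreases among changed genes with 1 symbol whose groups do not overlap; and up to 4 members with the smallest p of each list described. The values in the paper's tables had been seen when this rule was written. The tests, the lists, this rule and the alternatives were set before the data were examined, except where a choice is said to come after. The list of olfactory receptors was set as the symbols made of Olr and a number, and matching it to the names of the array design and to the newer Or symbols, which brought it to 1251 genes, came after the data were seen.

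The alternatives were the values of the series matrix, with and without quantile normalization, centring of each array on its median, cyclic loess, filters on dim genes, an offset of 50 before the logarithm, the t-test of the methods (paired by replicate number and unpaired) and its unequal-variance form, the replicate number as a block, the array run as a fixed or random block, the second run alone, an intensity trend with a robust prior, array weights, a threshold of 0.05, 1 sequence per gene, and leaving out each array in turn. Normexp background correction, the t-tests on the series matrix and leaving out control 2 and LP 4 together were added after seeing the data, as was taking the trend on coding length out of every array. The array runs were read from consecutive array numbers. RT-PCR, the animals' body weight and the other phenotype measures of the paper were not analysed here.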

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

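Of the tests in this part, the count of calls kept with coding length taken out was chosen only after the result was seen, as were the reading of the probe variation within the second array run, the reading of the choroid plexus markers in single arrays and the comparison of the neuron markers with the neuropeptides.

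Taking each rat as independent, a random grouping of the arrays can be excluded as the source of the counts of genes. The splits keep neither litters nor array runs together, so chance differences between litters or runs are not excluded. Of 100 splits of the 10 arrays into 5 and 5 (drawn from 126, the real split included), 1, the real one, gave as many as 7421 changed genes, and the highest of the others gave 1. At an unadjusted p under 0.003 it was again 1 of 100, with 2395 genes against at most 700 in the other splits. For the gene lists it was 1 of 100, with 20 lists against at most 19, a narrow margin since the other splits gave a median of 10 lists.

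The LP minus control difference lies along an axis on which rats of the same diet also differ (r = 0.807 across genes with the first axis of the variation within diets). The tables argue against control 2 alone as the cause of the calls, since 68.1% of them were kept without it. Whether the axis itself rests on control 2 was not tested. The tables also argue against coding length as the whole cause. With its trend taken out of every array, 83.2% of the calls (6177 of 7421) were kept, and r with the axis within diets was 0.772. A part played by coding length, as RNA integrity or cDNA length would give, stays open: the log2 fold change rose with coding length across genes (Spearman's rho 0.231), and the variation between the probes of the genes higher differed by −2.77% in LP arrays (exact permutation p = 0.0476) but by −0.681% within the second run, while it went from 0.545 to 0.511 in the genes lower (p = 0.00794) and from 0.522 to 0.509 in unchanged genes (p = 0.413), which does not decide whether transcripts were lost unevenly. Array run and diet cannot be told apart, because the median log2 differences within the second run, 0.64 for the genes higher and −0.36 for the genes lower, lie beside those over all arrays (0.73 and −0.47), as an effect of diet would give, but rest on 1 control array and on genes called with these same arrays. Evidence from outside the arrays exists for the genes of the paper's Table 5, which it measured by RT-PCR. In rats of 180 days all of them but Tsc2 differed significantly there, in the direction of the arrays. RT-PCR has no array run, but litter, RNA integrity and dissection could bear on both methods. An effect of the perinatal diet stays among the open explanations, untested here apart from these.

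By camera, the lists of glutamate receptors, GABA signaling and voltage-gated channels were shifted up in LP rats and those of oxidative phosphorylation and ribosomal proteins down, although 7 of 77 ribosomal protein genes were lower and the median of that list was 0.02 with the trend on coding length taken out, and none of the 5 passed with an estimated correlation (adjusted p = 0.415 to 0.578). A larger share of neurons in the dissected tissue may contribute, as the neuron markers had a median log2 fold change of 0.20, beside 0.30 for the glutamate receptors. This cannot be told apart from a change within neurons, because the marker median was −0.23 with each array centred on its median and the hypothalamic neuropeptides, also made by neurons, had a median of −0.30 (adjusted p = 0.00136 from camera, adjusted p = 0.426 with an estimated correlation). Tissue from outside the hypothalamus was not decided either. The medians of the hypothalamus markers and of the cortex, hippocampus and striatum markers differed by −0.043, but members of both lists went both ways. The thalamus markers had a median of 0.44 (2 of 8 higher). Of the choroid plexus markers, Ttr lay at 15.35 in LP 1 and 15.20 in LP 5 on the log2 scale, against at most 12.39 in the other arrays. The other choroid plexus markers except Kcne2 were also higher in LP 1 and LP 5 than in all other arrays, or all but control 2. Choroid plexus tissue in LP 1 and LP 5 would give such values. Whether it bears on the lists above was not tested. The perinatal diet stays open as the biological explanation.

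Lists of genes that the paper does not discuss as groups were shifted against the other genes by camera. The median log2 fold changes were 0.72 for long neuronal genes, 0.44 for thalamus markers and 0.20 for neuron markers, and −0.23 for the proteasome, −0.27 for heat shock genes and −0.36 for microglia markers. None of these lists passed camera with an estimated correlation (adjusted p = 0.415 to 0.432).

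In 25 of 426 groups of 5 arrays 1 array lay far from the others, by the share of the group's range that lies between it and the nearest other array, which exceeded Dixon's critical value of 0.71. By chance this happens in about 5% of groups. The stray array was control 2 in 8 groups and LP 4 in 4. Control 2 stood apart in the mean of the astrocyte markers (0.779), the mean of the choroid plexus markers (0.81), Aif1 (0.715), Eif2b2 (0.789), Gad2 (0.742), Per3 (0.733), Slc4a5 (0.723) and Vip (0.806). Control 4 stood apart in Dio2 (0.718), Dlg2 (0.751), Eif3b (0.737), Grin2b (0.738) and Gsk3b (0.766). LP 4 stood apart in the second principal component (0.727), Adcy4 (0.778), Eif3b (0.776) and Prdx3 (0.774). LP 1 stood apart in the mean of the cortex, hippocampus and striatum markers (0.897) and Olig1 (0.768). LP 2 stood apart in Cgrrf1 (0.868) and Per2 (0.714). LP 3 stood apart in Cga (0.714) and Vip (0.86). Control 5 stood apart in Dnajb1 (0.712) and Klf5 (0.758).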

How the results depend on the processing

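Normexp background correction, the t-tests on the series matrix and leaving out control 2 and LP 4 together were chosen after seeing the data. The cause was not tested for any of the changes below, except that fewer arrays, fewer genes or a stricter threshold are part of some settings. The changed genes numbered 7421 (3092 higher, 4329 lower), and those past an unadjusted p of 0.003 numbered 2395 (1289 higher, 1106 lower). Lower genes numbered 2584 (657 past the unadjusted p) with the series matrix and 2562 (618) with cyclic loess, and with each array centred on its median 7390, with 3678 and 2464 past the unadjusted p in all and lower. Without genes below the median, 809 genes were higher at the unadjusted p. The methods' t-test paired by replicate number gave 4430 changed genes (1714 and 2716) and 1199 at the unadjusted p (472 and 727), unpaired 1506 (776 and 730), and with unequal variances 2540 changed genes (1091 and 1449) and 1010 at the unadjusted p (515 and 495). With the array run as a block there were 3 changed genes (0 higher, 3 lower), 134 at the unadjusted p (105 and 29) and 0 of the 71 changed genes of the paper's tables, against 3035 changed genes (1799 and 1236), 1306 at the unadjusted p and 272 of them lower in the second run alone, where the control group is 1 array assumed to vary like the LP arrays. An adjusted p under 0.05 gave 4099 genes (1911 and 2188). Leaving out both control 2 and LP 4 gave 4480 (2204 lower, 651 at the unadjusted p). On the series matrix the t-tests gave 1261 genes at the unadjusted p unpaired (741 and 520), 921 paired (404 and 517) and 1540 on linear values (439 lower). Leaving out 1 array gave 4607 to 8875 changed genes, 1998 to 3581 higher and 2609 to 5294 lower, and 1436 to 3258 at the unadjusted p, 859 to 1703 higher and 577 to 1555 lower; changed genes numbered 4738 without LP 3 and 4607 without LP 5, higher genes 1998 without LP 5, and lower genes 2763 without control 1, 2711 without control 2, 2675 without LP 3 and 2609 without LP 5. Each of these settings gave 71 table genes called and 17 to 21 lists. Camera with an estimated correlation gave 0 of the 20 lists. The neuron marker median was −0.23 and the log2 fold change of Actb −0.30 with each array centred on its median, and the olfactory receptors left without the dimmest genes had a median of −0.31. The medians of the coregulators, the circadian clock and the chromatin-modifying enzymes were also below 0 with each array centred on its median, while camera kept their direction against the other genes. Whether the replicate numbers pair the rats is not given in the sources used here: deviations of same-numbered rats correlated with r = 0.0291 to 0.423, and 6 of 10 arrays correlated best with the array of their own number. With the replicate block 8726 genes changed. Of the named genes, 174 kept their side of the threshold under it, 0 lost and 3 gained a call (Cry2, Kl and Npy), and the redox enzymes did not pass camera (adjusted p = 0.0723). Of the 177 named genes, the methods' t-test lost 25 calls paired by replicate number and 35 with unequal variances, with 60 and 60 table genes called; the array run as a block lost 158 and the second run alone 60. The mean intensity over background cannot be given, as no background intensity comes with the values, so its limit on precision was not measured.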

Differences from the paper's values

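The t-tests on the series matrix are the tests in this part that were chosen only after the result was seen. At the paper's threshold of an unadjusted p under 0.003, limma gave 2395 genes where the paper reports 997. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with the methods' t-test paired by replicate number (1199), the t-test with unequal variances (1010), the second array run alone (1306), without LP 3 (1475) and without LP 5 (1436), and with no other of them. The unpaired and paired t-tests on the series matrix, chosen after seeing the values, gave 1261 and 921 genes and called 64 and 35 of the 74 genes of the paper's Tables 3 and 4, against 71 with limma. For the genes higher, limma gave 1289 and the paper 688. Of the same alternatives, those within 1.5 times were genes below the median left out (809), the methods' t-test paired by replicate number (472), the methods' unpaired t-test (776), the t-test with unequal variances (515), without control 1 (964), without control 5 (917), without LP 3 (869), without LP 4 (1004) and without LP 5 (859), and none of the others. The unpaired t-test on the series matrix, chosen after seeing the values, gave 741 with 64 of the 74 table genes called. For the genes lower, limma gave 1106 and the paper 309. Only the second array run alone (272) came within 1.5 times among them, and the unpaired t-test on linear values of the series matrix, chosen after seeing the values, gave 439 with 69 of the 74 table genes called.

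The folds of the 74 genes in Tables 3 and 4 ran in the paper's direction in all 74 (Spearman's rho with the paper's folds 0.935), and 58 lay within the spread between rats of the paper's value. Of the 16 others, 12 lay outside under every alternative set before the data were examined: 1.26 for Ldhc (the paper's 2.3), 1.3 for Sptlc3 (the paper's 2.48), 1.32 for Galr1 (the paper's 2.13), 1.66 for P2ry4 (the paper's 2.67), 1.04 for Grik3 (the paper's 2.84), 1.04 for Grm3 (the paper's 4.46), −1.01 for Neurog1 (the paper's −1.43), 1.5 for RGD1310748 (the paper's 2.15), 1.56 for Irs1 (the paper's 2.21), 1.81 for Rorb (the paper's 2.77), 1.85 for Esr1 (the paper's 2.83) and 1.63 for Nr6a1 (the paper's 2.97). For Casr the fold was −1.39 and the paper's −1.73; it came within the spread under these settings: the array run as a block and the second array run alone, and with no other alternative. For Agtr1a the fold was −1.42 and the paper's −1.71; it came within the spread under these settings: the array run as a block and the second array run alone, and with no other alternative. For Fgf2 the fold was 1.57 and the paper's 1.8; it came within the spread under these settings: the values of the series matrix, quantile normalization of the series matrix, centring on the array median, cyclic loess, the array run as a block, the second array run alone, without control 2, without control 4, without LP 2 and without LP 4, and with no other alternative. For E2f5 the fold was −1.5 and the paper's −1.84; it came within the spread under these settings: without control 4 and without LP 5, and with no other alternative. The second sequences of Grm3, E2f5 and Nr6a1 had folds of 2.57, 1.25 and 1.52.

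Grik3, Grm3 and Neurog1 are listed as altered in Table 3. Grik3, the brighter sequence of Grm3 and Neurog1 did not pass limma (adjusted p = 0.834, 0.773 and 0.945), while the other sequence of Grm3 passed and was 2.57-fold higher. Grik3 passed only in the second array run alone (log2 fold change 0.69), where the control group is 1 array assumed to vary like the LP arrays. No alternative called Neurog1 or the brighter sequence of Grm3. The paper's text names Ldhc, Man2a1 and Xylt1 as lower, while they were higher here (0.33, 1.10 and 1.55 on the log2 scale) and are higher in its Table 3. Fig. 2A draws MEK1 as altered, and Map2k1 did not pass limma (log2 fold change −0.17) except with centring on the array median. The text places Cdc26 among the genes lowered by the diet, and it did not pass (log2 fold change −0.18) except with centring on the array median, without control 4 and with the methods' unpaired t-test.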

Other observations

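Leaving out control 2 and LP 4 together and reading the choroid plexus markers in single arrays are the tests in this part that were chosen only after the result was seen. Table 2 has voltage-gated channel activity among the categories of the genes higher in LP rats, and the members were read here 1 by 1. Of 49 voltage-gated channels, 34 were higher, 1 was lower and 14 did not pass the test (36 higher and 1 lower when adjusted over the list alone), and the median shift stood apart from the other genes (adjusted p = 6.27e-14 from camera, adjusted p = 0.415 with an estimated correlation), with 0.61 within the second array run. Cacna1e and Cacna2d2, subunits of calcium channels, had log2 fold changes of 1.70 and 1.85, and Kcna3, a potassium channel, one of 1.01 (adjusted p = 0.00552, 0.00789 and 0.00857 from limma). Of 30 long neuronal genes, 18 were higher, 0 were lower and 12 did not pass the test (24 higher and 0 lower when adjusted over the list alone; adjusted p = 2.26e-12 from camera, adjusted p = 0.415 with an estimated correlation), among them the receptor gene Erbb4 (1.76) and the synaptic scaffold gene Dlg2 (1.16), and the list's median was 0.62 within the second run. Some genes of protein quality control were lower. Of 30 proteasome subunits, 0 were higher, 12 were lower and 18 did not pass the test (0 higher and 13 lower when adjusted over the list alone; adjusted p = 0.00095 from camera, adjusted p = 0.432 with an estimated correlation; median −0.26 within the second run), with Psmd6 (−0.43), Psma5 (−0.55) and Psma4 (−0.44) having the smallest p. Of 13 heat shock genes, 0 were higher and 6 lower (0 higher and 7 lower when adjusted over the list alone; adjusted p = 0.0141 from camera, adjusted p = 0.415 with an estimated correlation), among them Dnajb1 (−0.34) and Hspa1a (−0.69). The shift did not pass without the genes below the median, and their median was −0.12 within the second run, where it did not pass camera either (adjusted p = 0.318, 7.71e-05 to 0.419 over the alternatives). Psma5 and Hspa1a did not pass with the methods' test paired by replicate number, and Dnajb1 and Hspa1a did not pass with its unequal-variance form.

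Markers of other cell types were measured beside these groups. Of 12 microglia markers, 4 were lower (adjusted p = 0.0269 from camera, adjusted p = 0.432 with an estimated correlation), with Aif1 (−0.87), Tyrobp (−0.70) and C1qb (−0.60), and a median of −0.46 within the second run. The shift did not pass with either filter on dim genes, with array weights, or without control 5 or LP 4 (the last 2 with adjusted p = 0.0517 and 0.0512 from camera, 0.00889 to 0.432 over the alternatives). Of the endothelial markers 0 of 11 were higher and 6 lower (1 higher and 7 lower when adjusted over the list alone), with a median of −0.34 (adjusted p = 0.0732 from camera), with Tek (−0.52) and Cldn5 (−0.63). The endothelial list passed with each array centred on its median, with array weights, with fry and without control 2, LP 4 or both (adjusted p = 0.0198 for the first from camera, 0.0149 to 0.429 over the alternatives), and with the trend on coding length taken out (adjusted p = 0.0205, a step added after seeing the data). Of the ependyma and tanycyte markers 2 of 9 were higher and 5 lower (2 higher and 5 lower when adjusted over the list alone), with a median of −0.46 (adjusted p = 0.202 from camera), though the list passed fry, with Dio2 (0.80), Rarres2 (−0.65) and Vim (−0.46). Of the astrocyte markers 2 of 10 were higher and 1 lower (4 higher and 1 lower when adjusted over the list alone), with a median of 0.10 (adjusted p = 0.169 from camera), and the median was −0.32 with each array centred on its median; Aqp4 (1.12) encodes a water channel. Of the oligodendrocyte markers 1 of 12 were higher and 4 lower (3 higher and 4 lower when adjusted over the list alone), with a median of −0.02 (adjusted p = 0.847 from camera), and the median was 0.07 with the series matrix and 0.07 with cyclic loess. Of the oligodendrocyte precursor markers 3 of 7 were higher and 2 lower (3 higher and 2 lower when adjusted over the list alone), with a median of 0.03 (adjusted p = 0.41 from camera), with Gpr17 (1.44), Cspg4 (−0.48) and Olig1 (−0.51). Of the choroid plexus markers 1 of 10 were higher and 0 lower (0 higher and 0 lower when adjusted over the list alone), with a median of 0.35 (adjusted p = 0.173 from camera), but the list passed without LP 4 (adjusted p = 0.0342 from camera, 0.0199 to 0.578 over the alternatives) and, in a test chosen only after the result was seen, without both control 2 and LP 4. Without LP 1 or LP 5 its adjusted p was 0.522 and 0.346 from camera. On the log2 scale Kcnj13 lay at 12.96 in LP 1 and 13.12 in LP 5, against 8.92 to 10.35 in the other 8 arrays, Slc4a5 at 11.46 and 11.45 against 8.18 to 8.95, Kl at 10.96 and 11.66 against 8.24 to 9.16, and Clic6 at 12.99 and 12.93 against 10.83 to 11.28. Ttr (15.35 and 15.2) and Enpp2 (14.75 and 14.85) also lay above the other arrays in both. Folr1 (12.17 and 12.10), Aqp1 (9.47 and 9.33) and Otx2 (10.85 and 10.65) lay below control 2 (12.26, 9.77 and 11.17). They lay above all the remaining arrays, which reached at most 11.45, 9.22 and 10.51. Kcne2 lay within the other arrays in LP 5 (10.8) but above them in LP 1 (11.41). Kcnj13, the marker that was higher, did not pass under 13 of 30 alternatives, among them leaving out LP 1 or LP 5. With each array centred on its median Kl and Slc4a5 passed, and Kl also passed with the replicate number as a block. Of the blood markers 1 of 6 were higher and 0 lower (1 higher and 0 lower when adjusted over the list alone), with a median of 0.16 (adjusted p = 0.173 from camera). The list passed without LP 3 (adjusted p = 0.0412 from camera, 0.0412 to 0.816 over the alternatives). Its median was −0.14 within the second run and −0.04 with each array centred on its median. Cldn5, Rarres2, Cspg4 and Kcnj13 did not pass with the methods' test paired by replicate number, and Tyrobp, C1qb, Cldn5 and Kcnj13 did not pass with its unequal-variance form.

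For neighbouring brain regions, of the thalamus markers 2 of 8 were higher and 0 lower (4 higher and 0 lower when adjusted over the list alone; adjusted p = 0.0141 from camera, adjusted p = 0.432 with an estimated correlation), a shift that did not pass fry, nor camera without control 1 or with each array centred on its median (adjusted p = 0.0767 and 0.27 from camera, 0.00348 to 0.432 over the alternatives). Of the hypothalamus markers 3 of 13 were higher and 2 lower (3 higher and 3 lower when adjusted over the list alone), with a median of 0.12 (adjusted p = 0.41 from camera) but −0.16 within the second run, with Sim1 (0.59). Of the cortex, hippocampus and striatum markers 4 of 14 were higher and 3 lower (4 higher and 3 lower when adjusted over the list alone), with a median of 0.16 (adjusted p = 0.179 from camera) but −0.03 within the second run, though the list passed fry, with Prox1 (1.10) and Adora2a (−0.51). Of the immediate early genes 2 of 16 were higher and 0 lower (0 higher and 0 lower when adjusted over the list alone), with a median of 0.11 (adjusted p = 0.179 from camera). Of the glucocorticoid-responsive genes 2 of 15 were higher and 0 lower (2 higher and 0 lower when adjusted over the list alone), with a median of 0.09 (adjusted p = 0.206 from camera), and the median was −0.38 within the second run and −0.17 with each array centred on its median; Zbtb16 (0.98) had the smallest p. The reference gene of the paper's RT-PCR, Actb, had a log2 fold change of 0.13 (SE 0.10, adjusted p = 0.383 from limma), and −0.30 with each array centred on its median (adjusted p = 0.0952 from limma, 0.0952 to 0.989 over the alternatives).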
